# Increased Type I interferon signaling and brain endothelial barrier dysfunction in an experimental model of Alzheimer’s disease

**DOI:** 10.1038/s41598-022-20889-y

**Published:** 2022-10-01

**Authors:** Arundhati Jana, Xinge Wang, Joseph W. Leasure, Lissette Magana, Li Wang, Young-Mee Kim, Hemraj Dodiya, Peter T. Toth, Sangram S. Sisodia, Jalees Rehman

**Keywords:** Physiology, Neuroscience

## Abstract

Blood–brain barrier (BBB) dysfunction is emerging as a key pathogenic factor in the progression of Alzheimer’s disease (AD), where increased microvascular endothelial permeability has been proposed to play an important role. However, the molecular mechanisms leading to increased brain microvascular permeability in AD are not fully understood. We studied brain endothelial permeability in female APPswe/PS1∆E9 (APP/PS1) mice which constitute a transgenic mouse model of amyloid-beta (Aβ) amyloidosis and found that permeability increases with aging in the areas showing the greatest amyloid plaque deposition. We performed an unbiased bulk RNA-sequencing analysis of brain endothelial cells (BECs) in female APP/PS1 transgenic mice. We observed that upregulation of interferon signaling gene expression pathways in BECs was among the most prominent transcriptomic signatures in the brain endothelium. Immunofluorescence analysis of isolated BECs from female APP/PS1 mice demonstrated higher levels of the Type I interferon-stimulated gene IFIT2. Immunoblotting of APP/PS1 BECs showed downregulation of the adherens junction protein VE-cadherin. Stimulation of human brain endothelial cells with interferon-β decreased the levels of the adherens junction protein VE-cadherin as well as tight junction proteins Occludin and Claudin-5 and increased barrier leakiness. Depletion of the Type I interferon receptor in human brain endothelial cells prevented interferon-β-induced VE-cadherin downregulation and restored endothelial barrier integrity. Our study suggests that Type I interferon signaling contributes to brain endothelial dysfunction in AD.

## Introduction

Alzheimer’s disease (AD) is a progressive neurodegenerative disorder characterized by extracellular depositions of amyloid-beta (Aβ) peptides in the brain parenchyma as senile plaques^1,2^. AD is also characterized by deposition of intracellular hyperphosphorylated tau protein in neurons leading to neuronal loss and glial activation^3^. Previous studies have suggested that Aβ and tau lead to vascular abnormalities using experimental animal models of AD^4–7^. Dysfunction of the blood–brain barrier (BBB) results in increased leakiness of the brain endothelial barrier, impairs neuronal function, and promotes neurodegeneration^1^. MRI studies in AD patients suggest that cerebral blood flow (CBF) reduction and increased BBB dysfunction in the hippocampus and cortical regions are early pathological events in AD^8,9^. Collectively, these studies indicate that increased BBB dysfunction, as manifested by increased brain endothelial barrier permeability, may be an early pathogenic process in AD. BBB breakdown in AD is associated with pathological changes of the brain microvasculature such as decreased pericyte coverage, increased soluble platelet-derived growth factor receptor-β in the cerebrospinal fluid^10,11^, increased Aβ accumulation along brain blood vessels^12^, decreased tight junction (TJ) and adherens junction (AJ) proteins^13^, transporter dysfunction^14–17^ and increased string vessel formation^18^. The pathogenic roles and mechanisms of pericyte dysfunction in AD progression have been established^11,19–21^. In this regard, while it is well established that brain endothelial cells (BECs), the cells that line the brain microvasculature regulate the integrity and permeability of the brain microvasculature by limiting the entry of toxins, pathogens, and immune cells^22,23^, the pathogenic roles of BECs and their dysfunction are less well defined.

Together with Aβ amyloidosis, preclinical and clinical studies have shown that neuroinflammation plays a key role in the pathogenesis and progression of AD^24–28^. Neuroinflammation in AD involves increased activation of microglia and astrocytes, leading to increased proinflammatory cytokine burden^29–35^. Furthermore, studies also suggest that inflammatory activation in the brain contributes to increase barrier leakiness^36–38^. To understand the mechanisms underlying the loss of brain endothelial integrity in AD, we used APP/PS1 mice that ubiquitously express a chimeric mouse/human amyloid precursor protein with the familial AD (FAD)-linked “Swedish” mutation (Mo/HuAPP695swe) and FAD-linked mutant human presenilin 1 (PS1DE9) leading to age-dependent accumulation of Aβ peptides in amyloid plaques in the hippocampus and neocortex^39–41^. In this study we focused on female APP/PS1 mice because previous reports have shown that female mice in this experimental model exhibited increased Aβ burden, tau pathology, and neuroinflammation which resulted to neuronal loss^42,43^ when compared with age-matched APP/PS1 male mice.

We observed increased brain endothelial vascular permeability in APP/PS1 female mice when compared to age-matched female control mice. Transcriptomic analysis of brain endothelial cells isolated from female APP/PS1 mice demonstrated significantly upregulated expression of interferon response genes. Moreover, exposure of a human brain endothelial cell line to Type I interferon-β (IFN-β) decreased the levels of the adherens junction protein VE-cadherin and the tight junction proteins Occludin and Claudin-5. The current results suggest that increased type I interferon signaling may promote brain endothelial barrier leakiness in a neurodegenerative disease such as Alzheimer’s disease.

## Results

### Increased blood–brain barrier leakiness in APP/PS1 mice

We investigated blood–brain barrier integrity and Aβ deposition in 6-month-old female APP/PS1 mice which demonstrated minimal Aβ plaque deposition, as well as 1 year old female APP/PS1 mice which exhibited significantly greater Aβ plaque deposition (Fig. 1A) as previously described^41^. To assess BBB permeability, we infused 40 KDa FITC-dextran tracer intravenously. After FITC-dextran injection, the mice were perfused with cold PBS to remove intravascular FITC-dextran, thus allowing for the quantification of the remaining extravasated FITC-dextran that had leaked into the parenchyma. As shown in Fig. 1B, brain vascular leakage is already observed in the frontal cortex of female APP/PS1 mice as early as 6 months. Quantification of the extent of vascular leak showed a marked increase (p-value < 0.05 and power equals 1) with aging of the APP/PS1 mice (Fig. 1C) with a positive correlation between Aβ deposition and FITC-dextran leakage (Fig. 1D, *Pearson correlation coefficient* (r) = 0.7265, p = 0.0006).

**Figure 1:**
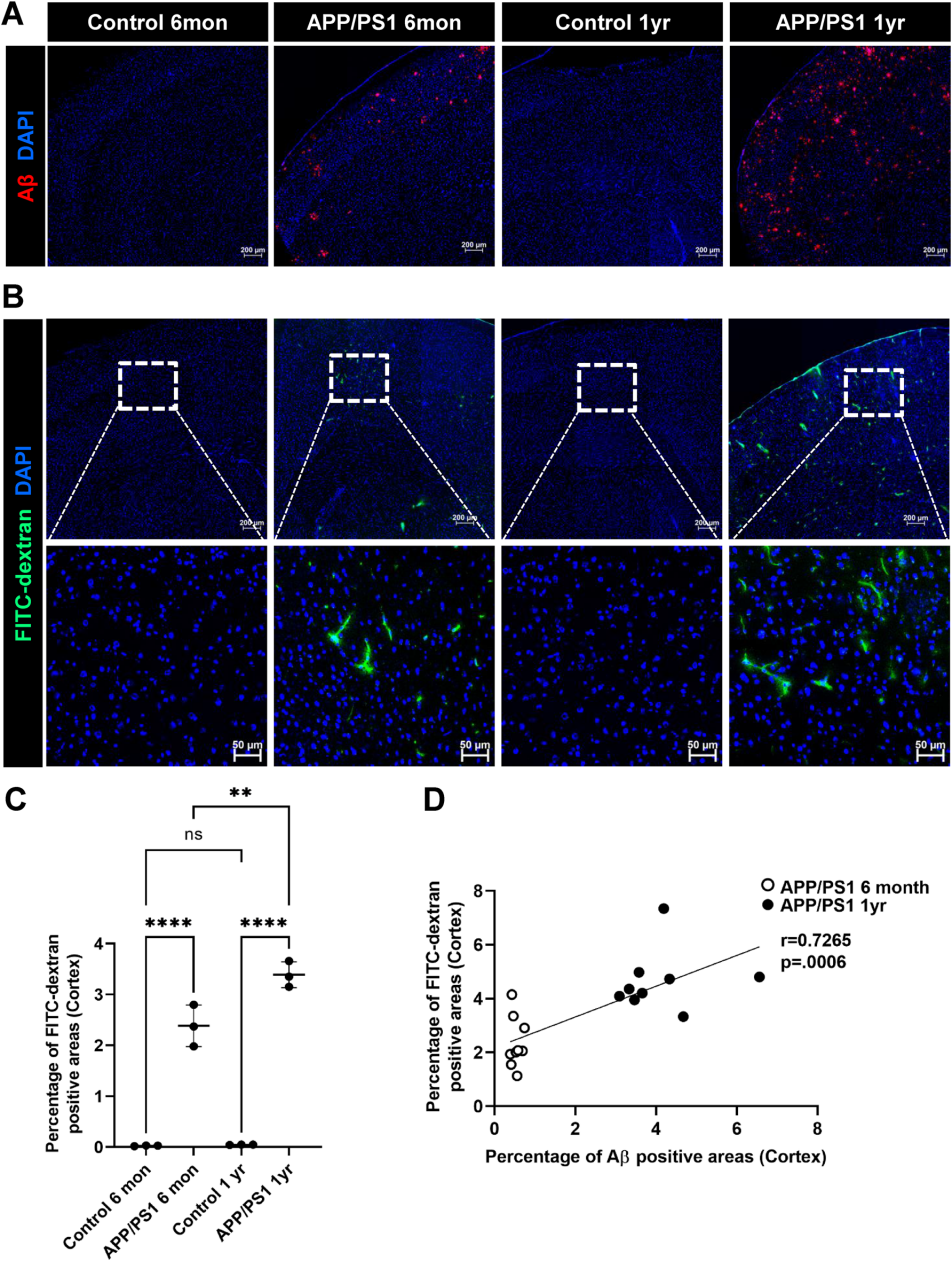
Blood–brain barrier leakiness and Aβ deposition in the cortex of APP/PS1 female mice. Control female age-matched and APP/PS1 female mice were analyzed at ages of 6 months and 1 year old for amyloid plaque by staining with antibody against Aβ (red) and BBB permeability was assessed by FITC-dextran leakage (green) in the brain parenchyma. Low-magnification representative images of coronal sections of the brain cortex for Aβ (**A**) and of FITC-dextran leakage (**B**). The ROI is outlined with a white box and subsequent images are given at higher magnification of tissue corresponding to the ROIs for controls and transgenic AD mice. Nuclei were counterstained using DAPI. Experiments were repeated at least three times with similar results. The most BBB leakage is observed in the 1 year old APP/PS1 female mice. Scale bars, 200 μm and 50 μm respectively. (**C**) Quantification of FITC-dextran leakage in the cortex of the above groups. A significant increase in BBB permeability occurs in 1 year old APP/PS1 female mice compared to 6-month-old transgenic mice. Data are represented as means and SD for three mice for each group and analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test. **p = 0.0041, ****p = 0.0001, *ns* non-significant. (**D**) Correlation of Aβ deposition and FITC-dextran leak in 6 months old and 1 year old APP/PS1 female mice. FITC-dextran leakage was positively correlated with age-dependent Aβ accumulation in the cortex. Correlation coefficients and p value are indicated. *r* Pearson’s coefficient; *p* significance.

We next examined the hippocampus, a region which has also been reported to exhibit significant Aβ plaque deposition in AD^41,44^. As shown in Fig. 2A, few Aβ plaques were present in the hippocampus of 6-month-old female APP/PS1 mice, but these levels were markedly increased by the age of 12 months. We observed only minimal vascular leak in the hippocampus in the younger mice (Fig. 2B), and quantification showed a drastic increase (p-value < 0.05) in hippocampus vascular leak by 12 months (Fig. 2C) as well as positive correlation between Aβ deposition and FITC-dextran leakage (Fig. 2D, *Pearson correlation coefficient* (r) = 0.7684, p = 0.0002). These results suggest that BBB permeability is present in the cortex as early as 6 months in the female APP/PS1 model and that BBB leak shows regionality with the cortex showing greater permeability than the hippocampus during the early phases of Aβ deposition in this experimental model of Aβ amyloidosis.

**Figure 2:**
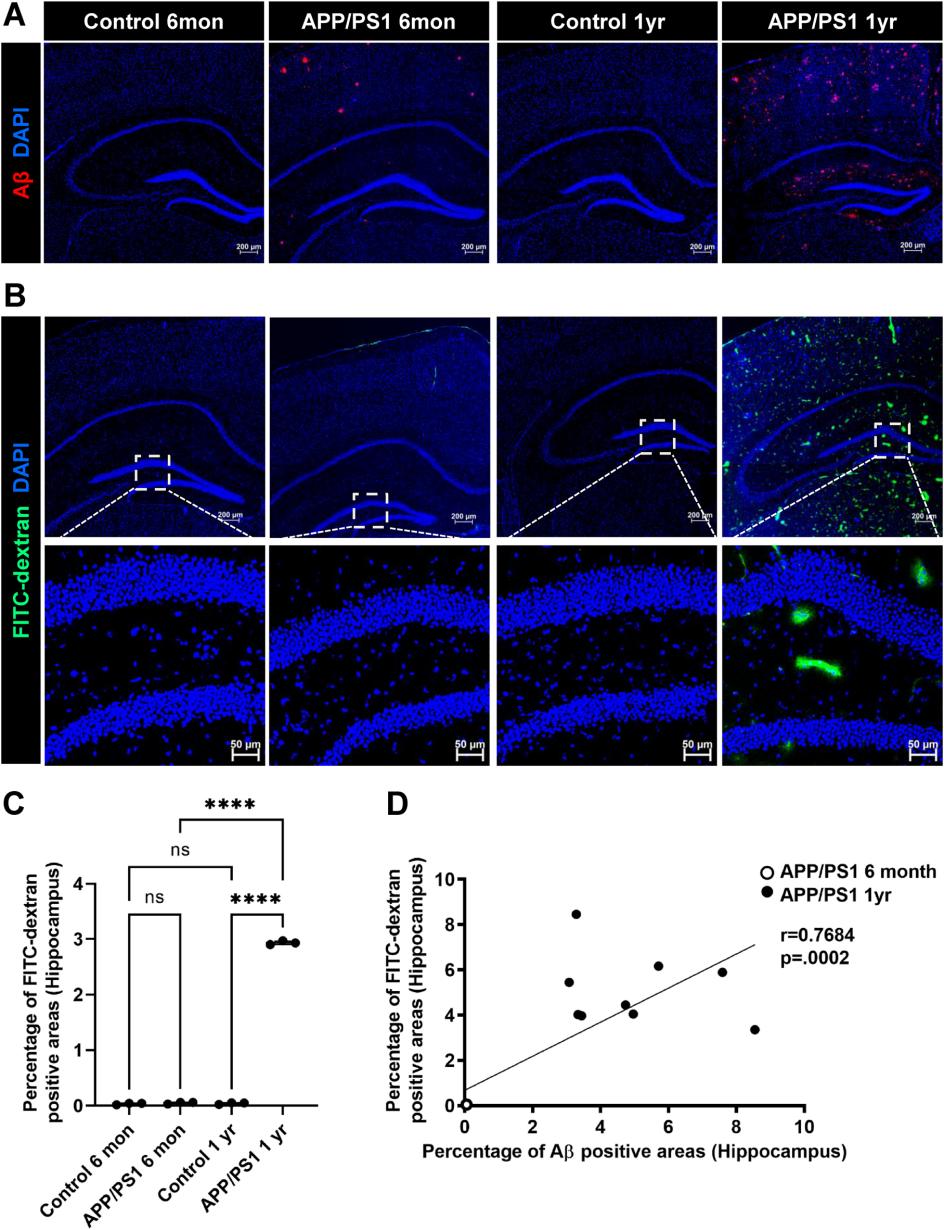
Blood–brain barrier leakiness and Aβ deposition in the hippocampus of APP/PS1 female mice. Control female age-matched and APP/PS1 female mice were analyzed at ages of 6 months and 1 year old for amyloid plaque deposition by staining with antibodies against Aβ (red) and BBB permeability assessed by FITC-dextran leakage (green). Low-magnification representative images of coronal sections of the hippocampus for Aβ (**A**) and of FITC-dextran leak (**B**). The ROI is outlined with a white box and subsequent images are given at higher magnification of tissue corresponding to the ROIs for controls and transgenic mice. Nuclei were counterstained using DAPI. Experiments were repeated at least three times with similar results. Increased BBB leak was observed in the 1 year old APP/PS1 female mice. Scale bars, 200 μm and 50 μm respectively. (**C**) Quantification of FITC-dextran leakage in the hippocampus of the above groups. Data are represented as means and SD for three biological replicates and analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test. ****p = 0.0001, *ns* non-significant. (**D**) Correlation of Aβ deposition and FITC-dextran leakage from 6 months and 1 year old APP/PS1 female mice. Increased FITC-dextran leak was correlated with age-dependent Aβ accumulation. Correlation coefficients and p value are indicated. *r* Pearson’s coefficient, *p* significance.

### Transcriptomic analysis of the brain endothelium in APP/PS1 mice

Although brain vascular leak has been associated with AD, less is known about molecular mechanisms that would mediate the increase in endothelial barrier permeability. 

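RNA from brain endothelial cells (BECs) of 1 year old female mice was sequenced in 10 libraries, 5 from APP/PS1 mice and 5 from age-matched control mice. The text of the paper does not state whether a library came from 1 mouse or from a pool. Each SD is therefore the spread between libraries, taken after the authors' batch correction. That correction made the batch means nearly equal in most genes, so the SD leaves out most spread between batches. The SDs of the 2 groups are also not independent of each other. APP/PS1 mice are a transgenic model of Alzheimer's disease that deposits Aβ in the brain. BECs were taken as the CD31+CD45− cells of the dissociated cortex. The authors aligned the reads to mm10, counted them per gene, left out genes with low counts, corrected for batch and deposited log2 CPM (log2 of the counts scaled to library size) for each of 14106 genes in each library. Reads before the batch correction were not analysed here. The deposited values of each library converted back to whole numbers for 100% of genes, with a prior count of 3, so the adjusted counts behind them could be totalled. The totals ranged from 22993426 to 126686149 adjusted counts in the control libraries, with a median of 106866795, and from 22371766 to 114525432 in the APP/PS1 libraries, with a median of 101313832. The lowest total in each group was that of replicate 1. Fewer adjusted counts may make the values of its weakly expressed genes less precise, but precision by library was not measured.
The batch numbers in Supplementary Fig. S2 place 1 control and 1 APP/PS1 library in each of 5 batches, while the sample labels place replicates 4 and 5 of both groups in a single batch, giving 4 batches. The deposited values already carry the correction for 5 batches. In the median gene, the mean of the 2 libraries of a batch had an SD of 0.00353 log2 units over the 5 batches, whereas the deviation of the APP/PS1 library from that mean had an SD of 0.0863. Means of batches 4 and 5 differed by a median of 0.0031 log2 units. Differential expression was tested on the deposited log2 CPM values with lmFit and eBayes of limma, the functions named in the methods, with the 5 batches as a term in the model, so that the 4 degrees of freedom used by the batch means were counted. This left 4 residual degrees of freedom in place of 8. P values were adjusted by the Benjamini-Hochberg method. A log2 fold change is therefore the mean of 5 differences between an APP/PS1 library and the control library of its batch, on the scale of log2 CPM with the prior count, which understates the changes of weakly expressed genes. Simulated values with known changes in 200 of 14106 genes were tested first. The 200 genes were drawn from those with a mean above 2 log2 CPM, so recovery of weaker genes was not measured. With the batch term, the test recovered 45% of genes changed by 0.5 log2 units, with 6 false calls, and 93.5% of genes changed by 1 log2 unit, with 7 false calls.

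**Figure D1:**
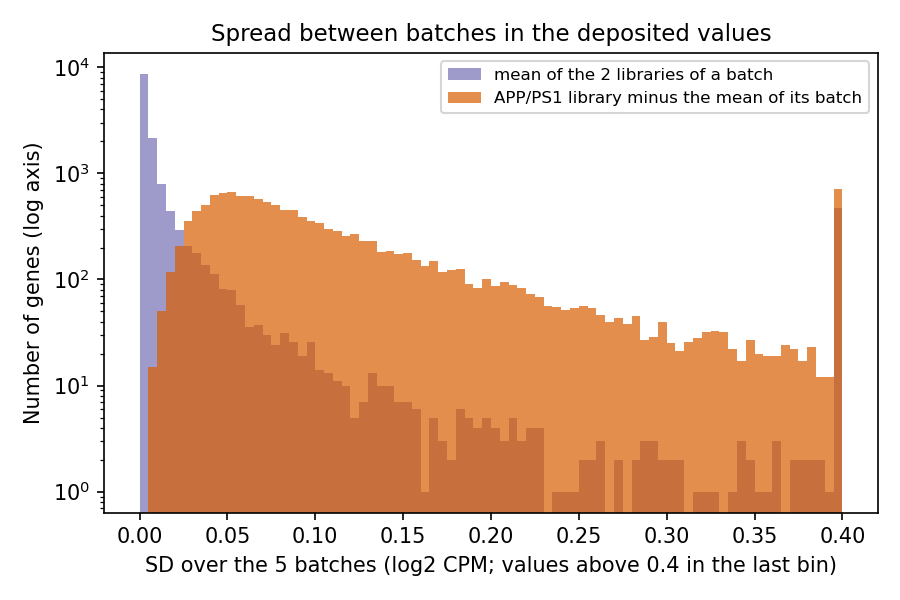
Spread over the 5 batches of each of the 14106 genes, with the SD in log2 CPM on the horizontal axis and the number of genes on a log vertical axis. The means of the 2 libraries of a batch lie near 0 for most genes (median SD 0.00353), and the deviations of the APP/PS1 libraries from those means lie further out (median SD 0.0863).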

We therefore performed an unbiased transcriptomic analysis of freshly isolated BECs by bulk RNA sequencing. CD31^+^CD45^−^ BECs were isolated from the cortex of 1 year old female APP/PS1 mice as well as age-matched control female mice using microbeads and evaluated the cell purity by FACS analysis showing that the purity of BECs was approximately 96–99% (Supplementary Fig. S1). To identify the molecular signatures of BECs in the APP/PS1 mice, we evaluated differentially expressed genes (DEGs) using a false discovery rate (FDR) adjusted P-value < 0.05 and at least a two-fold change in expression levels. 

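With the batch term, limma called 0 of the 14106 genes between BECs of APP/PS1 and control mice at an adjusted p under 0.05, and the smallest adjusted p was 0.195. At an unadjusted p under 0.05 there were 1133 genes, where 705 would be reached by chance. A total of 1127 genes differed in the same direction in all 5 batches, compared with 882 that chance would give. For a single gene, 5 batches cannot give a two-sided exact sign-flip p below 0.0625. Of the alternatives tried, leaving the batch term out of the model moved the count most, to 648 genes, since the same spread was then set against 8 residual degrees of freedom. Among the genes with the same direction in all batches, the smallest p values of the upregulated genes belonged to Gm37238, Ifit1, Gm48640, Gm37084 and 4931403E22Rik. Their log2 fold changes lay between 0.34 for Ifit1 and 0.54 for Gm37238. Gm37238 and Gm37084 are unconfirmed transcripts in the annotation, and Gm48640 is a processed pseudogene, so its reads could belong to a gene of similar sequence. The downregulated genes chosen in the same way were Sox10, Tmem72, Ttbk1, Vxn and Adamtsl1. Sox10, at chromosome 15 from 79154908 to 79165240 of GRCm38, was −0.55 ± 0.11 log2 CPM in control and −1.67 ± 0.12 in APP/PS1 libraries (SD, n = 5 each), a log2 fold change of −1.12 (standard error 0.0836, adjusted p = 0.195 from limma). The log2 fold changes of the other 4 lay between −1.41 for Tmem72 and −0.40 for Adamtsl1, each with an adjusted p of 0.238 from limma. With the 4 batches of the sample labels in the model, the adjusted p from limma was 0.034 for Sox10. It was 0.0501 for each of the other 4 and for Ifit1, Gm37238 and Gm48640. The deposited values carry the correction for 5 batches, which that model does not count in full. Sox10 is in the marker list of oligodendrocyte precursor cells, with a median log2 fold change of −0.63. Tmem72 is in that of choroid plexus and ependyma, at −1.41. The decreases of Sox10 and Tmem72 may therefore come from other cells carried over with the BECs. The lowest libraries held 6 adjusted counts for Sox10 and 7 each for Tmem72 and Vxn.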

Our RNA-seq analysis identified 616 DEGs (FDR < 0.05, 220 upregulated and 396 downregulated) out of 14,106 total genes from the control and APP/PS1 groups (Supplementary Fig. S2 and Supplementary dataset). As shown in Fig. 3A, most of the DEGs in BECs comparing female APP/PS1 and age-matched female control mice showed asymmetric regulation with the majority of genes being downregulated.

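Of the 1133 genes with an unadjusted p under 0.05 in BECs, 300 were higher and 833 lower in APP/PS1 mice, so that 73.5% were lower. The share depended in part on the scaling of the libraries. With library size alone it was 86.3% (156 higher and 980 lower), and the median log2 fold change of all genes moved from −0.00377 to −0.0409. Median-of-ratios size factors gave 70.7%, or 790 lower and 328 higher genes. Genes that fell in all 5 batches numbered 705, and genes that rose in all 5 numbered 422. The genes of the Supplementary dataset differed in expression level by direction, with a median of 5.83 log2 CPM for upregulated and 2.77 for downregulated genes, compared with 4.3 for all genes. With the batch term, all 616 listed genes had the listed direction, 521 of them in every batch. These are the libraries from which the list was made, so this is not independent evidence.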

**Figure 3:**
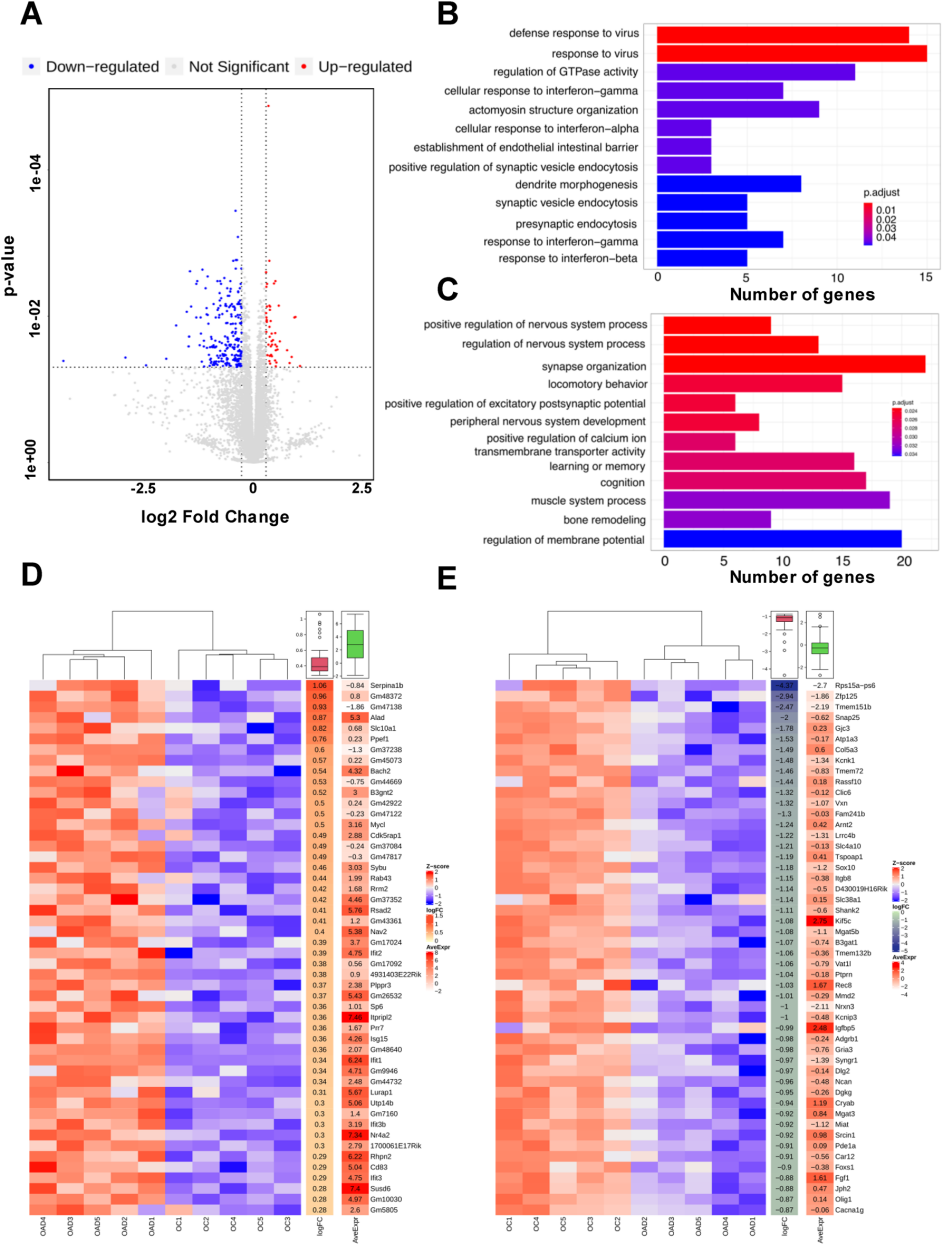
Transcriptomic analysis of brain endothelium in 1 year old APP/PS1 female mice and age-matched control female mice. (**A**) Volcano plot of DE mRNA transcripts analyzed in 1 year old APP/PS1 female mice against age-matched control female mice. The horizontal axis is the log2 fold change of transcripts. The vertical axis is statistically significant. Each dot represents an individual transcript (blue: down-regulated transcript; red: upregulated transcript; grey: no significant difference). The vast majority of differentially expressed genes are downregulated in the APP/PS1 female mice. (**B**) Gene ontology (GO) enrichment analysis of upregulated DE genes in the APP/PS1 female group versus control female group. (**C**) GO enrichment analysis of downregulated DE genes in the APP/PS1 female group versus control female group. Genes were considered upregulated in disease conditions if they were increased log2(fold change) > 1.00 with p < 0.05 and considered downregulated if log2(fold change) < − 1.00 with p < 0.05. The horizontal axis represents the number of genes for each GO term. (**D**, **E**) Heat map of the top 50 differentially expressed (upregulated and downregulated) endothelial genes between APP/PS1 females and control females. DEG (p < 0.05 and |log2 fold change| > 1), and their average expression values are presented in the side columns Each row represents one gene. Orange denotes higher gene expression and blue represents lower expression. Intensity of color is determined by a *Z*-score normalized by gene.

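In the deposited values, 0 genes passed an adjusted p under 0.05 together with a change of at least 2-fold when the batch was in the model, and 49 did without it, of which 1 was higher and 48 lower in APP/PS1 mice. The genes at the top of Fig. 3D showed changes of less than 2-fold on the scale of log2 CPM with the prior count. Serpina1b had a log2 fold change of 0.89 (standard error 0.293, adjusted p = 0.569 from limma) and rose in 4 of 5 batches. By limma-voom the log2 fold change of Serpina1b was 1.03 with and 1.06 without the batch term. By limma it was 1.07 without replicate 1 and 1.12 without replicate 4. It was 0.68 without replicate 2, 0.80 without replicate 3 and 0.78 without replicate 5. Alad, at chromosome 4 from 62509169 to 62519918 of GRCm38, had a log2 fold change of 0.88 (standard error 0.245, adjusted p = 0.55 from limma). Its difference was 1.56 in batch 3 and −0.16 in batch 5. The log2 fold change of Alad was 1.14 without replicate 5 and 0.71 without replicate 3. Its neighbour Hdhd3 moved with it. Gm48372 (0.79), Gm47138 (0.74) and Slc10a1 (0.71) rose in all 5 batches, each with an adjusted p of 0.368 or more.
The genes at the top of Fig. 3E fell further and were weakly expressed. Rps15a-ps6 is a processed pseudogene on chromosome 11 that shares sequence with the ribosomal protein gene Rps15a, so its value is uncertain. Its level was −0.74 ± 1.72 log2 CPM in control and −3.71 ± 0.79 in APP/PS1 libraries (SD, n = 5 each), a log2 fold change of −2.97 that was not seen in 1 of the 5 batches. Zfp125 (−2.17, annotated as a transcribed pseudogene), Tmem151b (−2.10), Snap25 (−1.97) and Gjc3 (−1.74) were lower in all 5 batches. Their lowest libraries held between 1 adjusted count for Tmem151b and 14 for Gjc3, which limits how precisely these log2 fold changes are known. The adjusted p of Gjc3 was 0.368 and that of Snap25 0.537 by limma.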

We next performed gene ontology (GO) analyses on the significant DEGs to assess which biological processes were dysregulated in the BECs isolated from female APP/PS1 mice. The identified biological pathways analyzed by GO enrichment analysis are shown in Fig. 3B and C, and the individual DEGs with the most significant changes are shown in Fig. 3D and E. Importantly, GO analysis revealed upregulation of cellular stress and activation of the innate immune system such as the response to interferons (Fig. 3B) in brain endothelial cells, whereas GO pathway analysis of downregulated DEGs showed downregulation of genes involved in maintenance of neuronal circuitry and transport (Fig. 3C).

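Gene lists for the interferon response and for synapse and neuronal transport were fixed before the data were examined, because the GO annotation was not used here. Of the 55 interferon response genes tested, 49 were higher in APP/PS1 BECs, and their median log2 fold change was 0.15. The median was above 0 in all 5 batches, from 0.07 in batch 3 to 0.26 in batch 1 (two-sided exact sign-flip p = 0.0625, the smallest that 5 batches allow). The camera test of limma, with a preset correlation of 0.01 between genes and adjustment over 16 lists, gave an adjusted p of 7.43e-17. Without the genes shown in Fig. 3D, 43 of 49 genes were higher, the median was 0.13, the adjusted p by camera was 9.09e-13, and 0 genes were called when adjusted over the list alone. Among the single genes of the full list, 1 was called when adjusted over the list alone (Ifit1) and 0 over all genes tested. Isg15 had a log2 fold change of 0.34, Rsad2 of 0.42 and Ifit3 of 0.31, each higher in all 5 batches, with adjusted p values of 0.451, 0.537 and 0.399 by limma.
Of the 43 synapse and neuronal transport genes tested, 37 were lower in APP/PS1 BECs, with a median log2 fold change of −0.71 and an adjusted p by camera of 5.79e-15. The median fell by 1.31 in batch 1 and by only 0.03 in batch 2 (two-sided exact sign-flip p = 0.0625 over the 5 batches). Adjusted over the list alone, 8 of its genes were called, and 0 over all genes tested. Without the genes of Fig. 3E, 29 of 35 genes were lower, with a median of −0.57, and the median was above 0 in batch 2 at 0.05; camera gave an adjusted p of 1.74e-09, and 1 gene was called when adjusted over the list alone. Genes that move together lower the certainty of such tests. When the correlation between genes was estimated, the adjusted p was 0.15 for each of these 4 lists, and by limma's fry test it was 0.0608 for both full lists and 0.0682 for both shortened ones, so none of the calls by camera held.
Among 800 Reactome sets, camera called 34, of which 9 were higher and 25 lower in APP/PS1 mice. Interferon alpha beta signaling was higher (11 genes tested, median log2 fold change 0.07, adjusted p = 0.00624), as was the ISG15 antiviral mechanism (24 genes, median 0.05, adjusted p = 0.0133). The Neuronal System set was lower (134 genes, median −0.05, adjusted p = 0.00731), and the smallest adjusted p belonged to nitric oxide stimulation of guanylate cyclase, which was lower (18 genes, median −0.43, adjusted p = 0.00141). By fry and by the estimated correlation, 0 of the 800 sets had an adjusted p under 0.05, and 98 had an unadjusted p under 0.05 by fry. From the GO terms enriched among its upregulated and downregulated DEGs, the paper concludes that the interferon response of the innate immune system is activated in BECs of APP/PS1 mice, and that genes for neuronal circuitry and transport are downregulated. It also reports higher Ifit2 and lower Kif5c by qPCR and immunofluorescence of isolated BECs, which the set tests do not address.

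**Figure D2:**
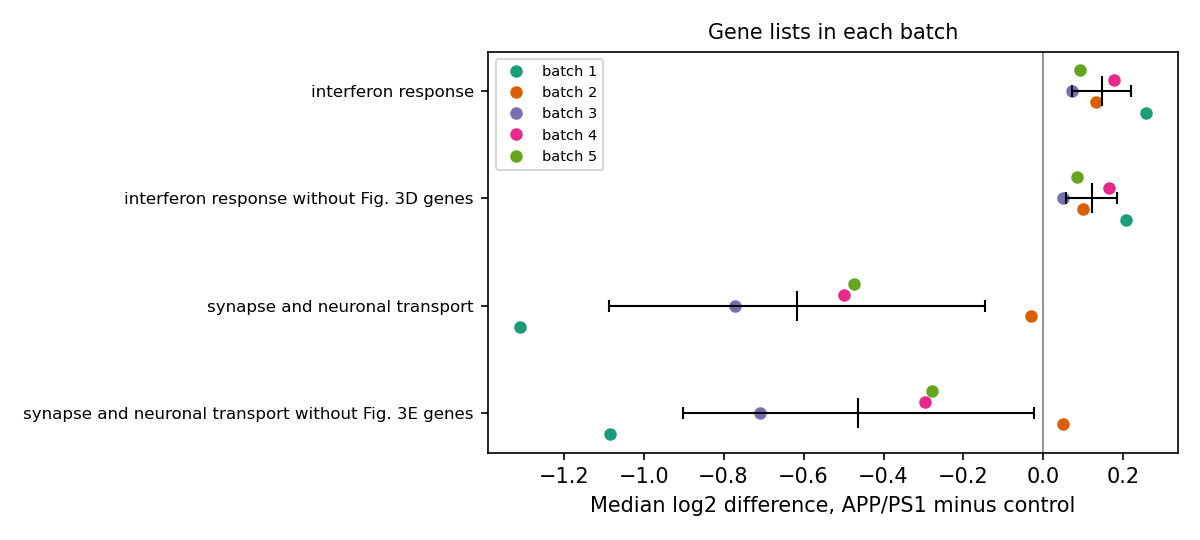
Median log2 difference between the APP/PS1 and the control library of each batch for the 4 gene lists, with 1 point per batch. The vertical mark is the mean and the bar the SD of the 5 batches. The interferon response medians lie between 0.07 and 0.26, and those of the synapse and neuronal transport list between −1.31 and −0.03.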

We then validated our RNA sequencing results in freshly isolated BECs using qPCR and immunocytochemistry. As an example of a downregulated gene in BECs in female APP/PS1 mice, we chose the *Kif5c* gene, that encodes the 5c isoform of the kinesin heavy chain and is critical for cytosolic transport of proteins^45^. qPCR analysis of mRNA obtained from freshly isolated BECs from female APP/PS1 mice confirmed downregulation of this gene compared to age-matched control mice (Fig. 4A). In addition, we performed immunofluorescence on freshly isolated BECs to assess whether protein levels of Kif5c are also decreased. As shown in Fig. 4B, BECs from female APP/PS1 mice demonstrated significantly lower Kif5c staining when compared to BECs from control female mice. Conversely, we also validated the upregulation of the *IFIT2* gene, a member of a family of Type I interferon-induced protein with tetratricopeptide repeats (IFITs)^46,47^. By qPCR analysis, we observed significant upregulation of *IFIT2* from female APP/PS1 mice compared with BECs from age-matched female control mice (Fig. 4C). Furthermore, immunofluorescence of freshly isolated BECs from the cortex of female APP/PS1 mice demonstrated significant elevation in IFIT2 protein levels (Fig. 4D), consistent with an activation of the Type I interferon response in the BECs from APP/PS1 female mice.

**Figure 4:**
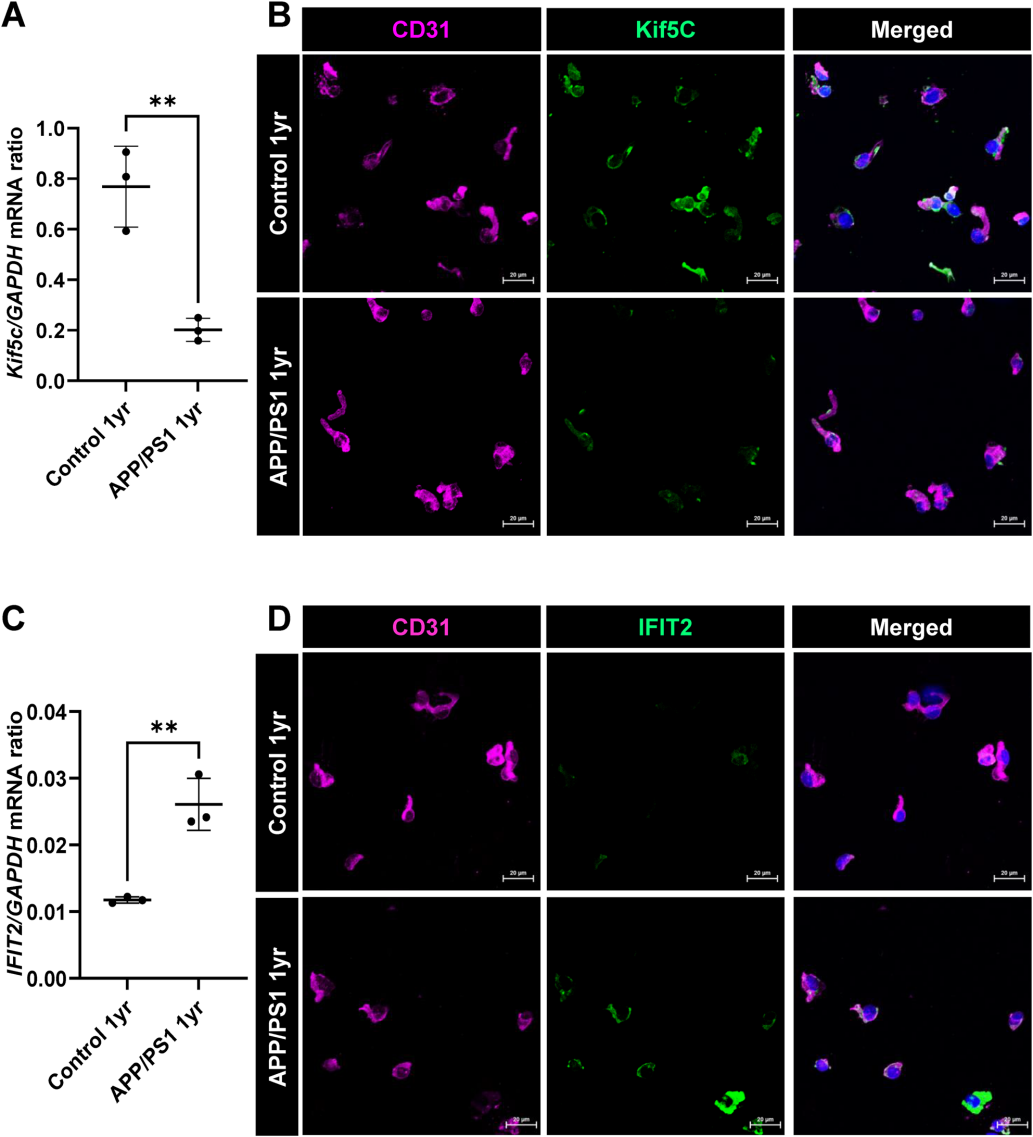
Validation of transcriptomic changes in the brain endothelium of APP/PS1 female mice. qPCR of RNA-Seq data based on log fold change and gene expression levels in brain EC of 1 year old APP/PS1 female and age-matched female control mice. Endothelial cells from the cortex of 1 year old APP/PS1 female mice demonstrated decreased *Kif5c* (**A**) and increased *IFIT2* (**C**) gene expression supporting the RNA-Seq data. Data are represented as means and SD for three biological replicates and analyzed by Student’s T-test. **p = 0.0041; 0.0032 respectively. *GAPDH* is used as a housekeeping gene. (**B**, **D**) Representative confocal images of cytospin of brain EC from cortex of 1 year old APP/PS1 female and age-matched female controls further validated the qPCR results. Scale bar 20 µm.

### Increased Type I interferon in the brain of APP/PS1 mice

As Type 1 interferons (IFN-α and IFN-β) transmit its signal via the Type 1 interferon receptor IFNAR1, we next evaluated the expression of IFNAR1 in BECs freshly isolated from the cortex of 1 year old female APP/PS1 and age-matched female control mice. Interestingly, we found that BECs from female APP/PS1 mice showed increased IFNAR1 expression compared with age-matched control female mice (Fig. 5A). As BEC isolation could itself have activated BECs and increased expression of the pro-inflammatory IFNAR1 receptor, we next assessed IFNAR1 expression in vivo and observed elevated levels of this receptor in brain ECs of female APP/PS1 mice compared with age-matched female control mice (Fig. 5B), and in situ colocalization analysis showed a four-fold upregulation of IFNAR1 in BECs of female APP/PS1 mice (Fig. 5C). In light of recent evidence that IFN-β plays a key pathogenic role in AD^48^, we analyzed the expression of IFN-β in the cortex of 1 year old female APP/PS1 mice and compared the expression to age-matched female control mice. We found increased expression of IFN-β in the cortex of 1 year old female APP/PS1 mice (Fig. 5D). Interestingly, IFN-β colocalized with microglia (IBA1), astrocytes (GFAP), endothelial cells (CD31) and neurons (NeuN) (Fig. 5E) indicating that IFN-β production from multiple cell types likely contributes to these higher levels. Of note, IFN-β expression was undetectable in the corresponding brain regions of age-matched female control mice. We next examined whether the release of IFN-β in female APP/PS1 mice could mechanistically affect blood brain barrier (BBB) integrity by investigating the expression of the adherens junction protein VE-cadherin, a key mediator of BBB integrity^38^. A significant decrease in VE-cadherin levels was detected in the cortex of 1 year old female APP/PS1 mice compared to age-matched female control mice (Fig. 5F–G).

**Figure 5:**
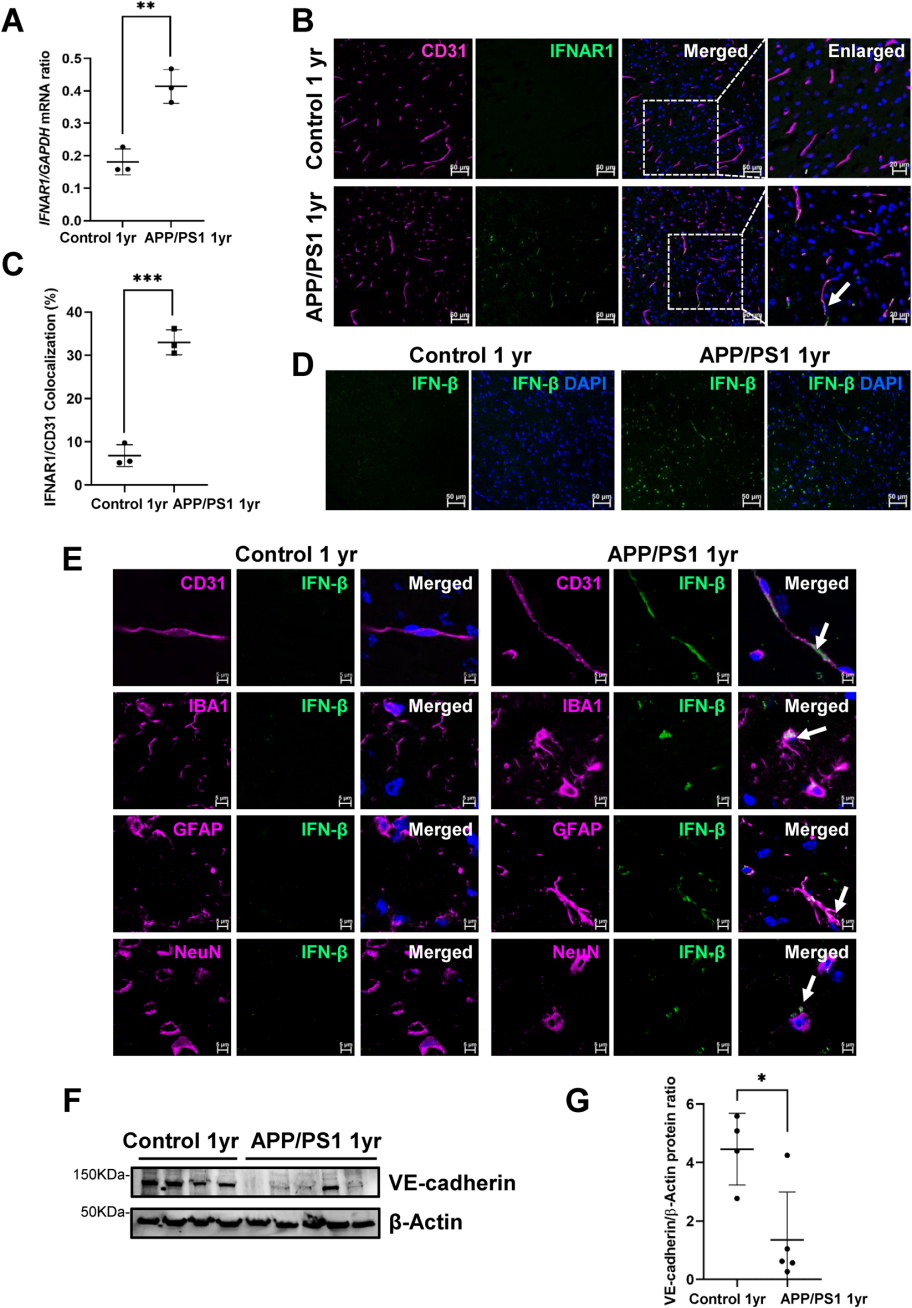
Increased Type I interferon in the brain of APP/PS1 female mice. (**A**) Endothelial cells from cortex of 1 year old APP/PS1 females demonstrated increased *IFNAR1* expression compared to age-matched control females. qPCR data are represented as means and SD for three biological replicates and analyzed by Student’s T-test. **p = 0.0035. *GAPDH* is used as a housekeeping gene. (**B**) Low magnification representative images showing staining patterns for IFNAR1 receptor. Some of the EC (anti-CD31, magenta) from the cortex of 1 year old APP/PS1 female mice showed relatively stronger membrane IFNAR1 (anti-IFNAR, green) staining as compared to age-matched control female mice cortex (enlarged images on right). Nuclei were stained with DAPI. Scale bar: 50 μm and 20 μm respectively. Representative of n = 3 mice per group. (**C**) Quantification of the percentage of EC expressing the IFNAR1 receptor. Percentages are calculated from three sections per mice and averaged. Data are represented as means and SD for three mice for each group and analyzed by Student’s T-test. ***p = 0.0003. (**D**) Low magnification representative images from cortex of 1 year old APP/PS1 female mice showing increased IFN-β expression in 1 year old APP/PS1 female mice compared to age matched female controls. (**E**) Increased expression of IFN-β in endothelial cells (CD31), microglia (IBA), astrocytes (GFAP) and neurons (NeuN) in the cortex of 1 year old APP/PS1 female mice**.** Representative images of immunofluorescent double staining show the co-staining of IFN-β (green) with endothelial cells CD31(magenta), with microglia cells IBA-1 (magenta), with astrocytes GFAP (magenta), and with neurons NeuN (magenta). Arrows indicate colocalization. Nuclei were counterstained using DAPI. Scale bar: 50 μm and 5 μm respectively. (**F**) VE-cadherin protein expression in the cortex of 1 year old APP/PS1 female mice and age-matched female controls. VE-cadherin levels are significantly decreased in the APP/PS1 female mouse brain cortex compared to female controls and the decrease is quantified by NIH image J software. β-Actin is used as loading control and the data is quantified in (**G**). Original blot is presented in Supplementary Fig. S6. Data are represented as means and SD for four control female mice and for five APP/PS1 female mice. Statistical analysis was performed by Student’s t-test. *p = 0.0165.

### IFN-β activation of brain endothelial cells downregulates adherens junction and tight junction proteins

To mechanistically study the effect of IFN-β on endothelial barrier integrity, human immortalized brain endothelial cells hCMEC/D3 (D3-BECs) were exposed to recombinant human IFN-β for 24 h and analyzed expression of VE-cadherin. As shown by immunoblot analyses, IFN-β decreased brain endothelial VE-cadherin levels in a dose-dependent manner when compared with vehicle treated D3-BECs (Fig. 6A,B). Next, we investigated the expression of the TJ proteins Occludin and Claudin-5 to determine whether the IFN-β effects are specific for AJ or also affects TJ proteins. As observed in Supplementary Fig. S3, IFN-β exposure also decreased the tight junction proteins Occludin and Claudin-5 levels but the decreases were not as prominent as the IFN-β-induced downregulation of VE-cadherin. We did not observe any cytotoxic effect of IFN-β on D3-human brain endothelial cells at that concentration used for treatment (Supplementary Fig. S4) suggesting that IFN-β inhibits expression of VE-cadherin in D3-BECs independent of inducing cell death.

**Figure 6:**
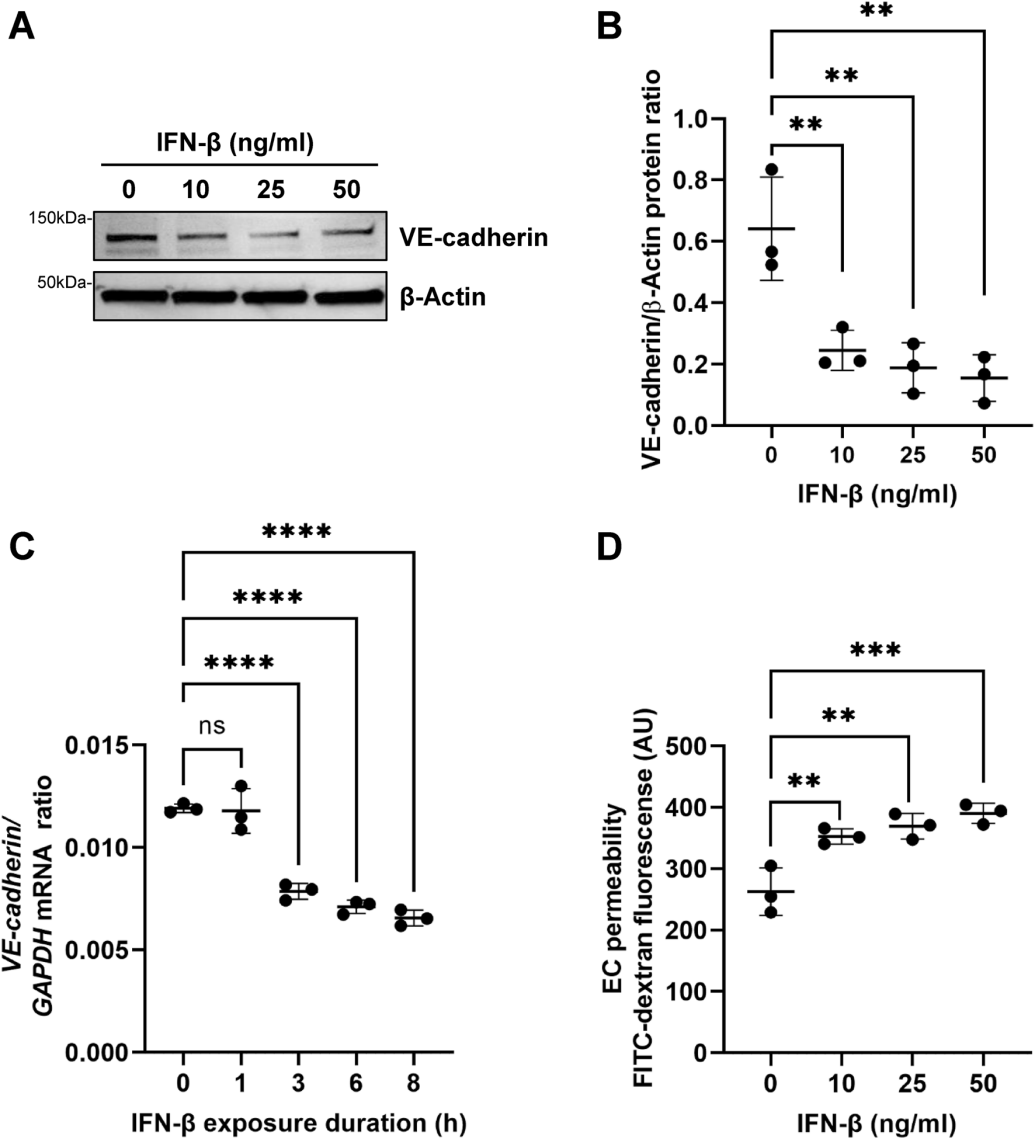
IFN-β downregulates VE-cadherin and increases permeability of human brain endothelial cells. (**A**) Human brain endothelial cells from the hCMEC/D3 cell line were treated with different doses of IFN-β as indicated for 24 h and western blot analysis of total lysates was performed to determine the expression of junction proteins. The immunoblots shown are representative of three independent experiments. VE-cadherin levels are substantially decreased in a dose-dependent manner and the decrease is quantified by NIH image J software. β-Actin is used as a loading control and the data is quantified in (**B**). Original blot is presented in Supplementary Fig. S7. (**C**) VE-cadherin levels were quantified by quantitative RT-PCR in hCMEC/D3 cells after IFN-β (100 ng/ml) stimulation for indicated time points. (**D**) IFN-β treatment dose dependently increased the leak of 40 KDa FITC-dextran through the monolayer of endothelial cells. Data represent the mean ± SD of three independent experiments. Statistical analysis was performed by one-way ANOVA followed by Tukey’s multiple comparisons test. **p = 0.0078, **p = 0.0035, **p = 0.0022; ****p = 0.0001; **p = 0.0082, **p = 0.0029, ***p = 0.0009; respectively. *ns* non-significant.

Since VE-cadherin expression and organization at AJs is an important determinant of vascular integrity^49^, we investigated the molecular mechanisms underlying IFN-β-induced decreased VE-cadherin protein levels. We next verified whether decreased VE-cadherin protein levels were due to decreased transcription of VE-cadherin by qPCR. As observed in Fig. 6C, IFN-β significantly decreased *VE-cadherin* mRNA levels relative to controls as early as 3 h following IFN-β exposure. Next, the effects of IFN-β on vascular permeability were examined in a confluent monolayer of D3-BECs cells using 40KDa FITC-dextran tracer. Compared with the control condition, IFN-β exposure significantly increased the leakage of FITC-dextran through the monolayer in a dose-dependent manner (Fig. 6D). To visualize IFN-β-induced junctional disruptions in D3-BECs, the cell monolayer was stained with a cell stain and reduced staining intensity was observed compared to controls (Supplementary Fig. S5A).

### IFN-β induced vascular leak in brain endothelial cells is mediated via the Type I interferon receptor IFNAR1

We then investigated whether the induction of VE-cadherin downregulation and the increase in endothelial barrier leak was mediated by the Type I interferon receptor IFNAR1. Depletion of IFNAR1 using siRNA prevented VE-cadherin downregulation whereas the scrambled siRNA control did not affect VE-cadherin levels (Fig. 7A,B). Importantly, depletion of IFNAR1 also abrogated IFN-β induced EC permeability when compared to the scrambled siRNA control (Fig. 7C and Supplementary Fig. S5B). Taken together, these results indicate that the increase in brain endothelial permeability induced by IFN-β is mediated via the Type I interferon receptor IFNAR1 (Fig. 7D).

**Figure 7:**
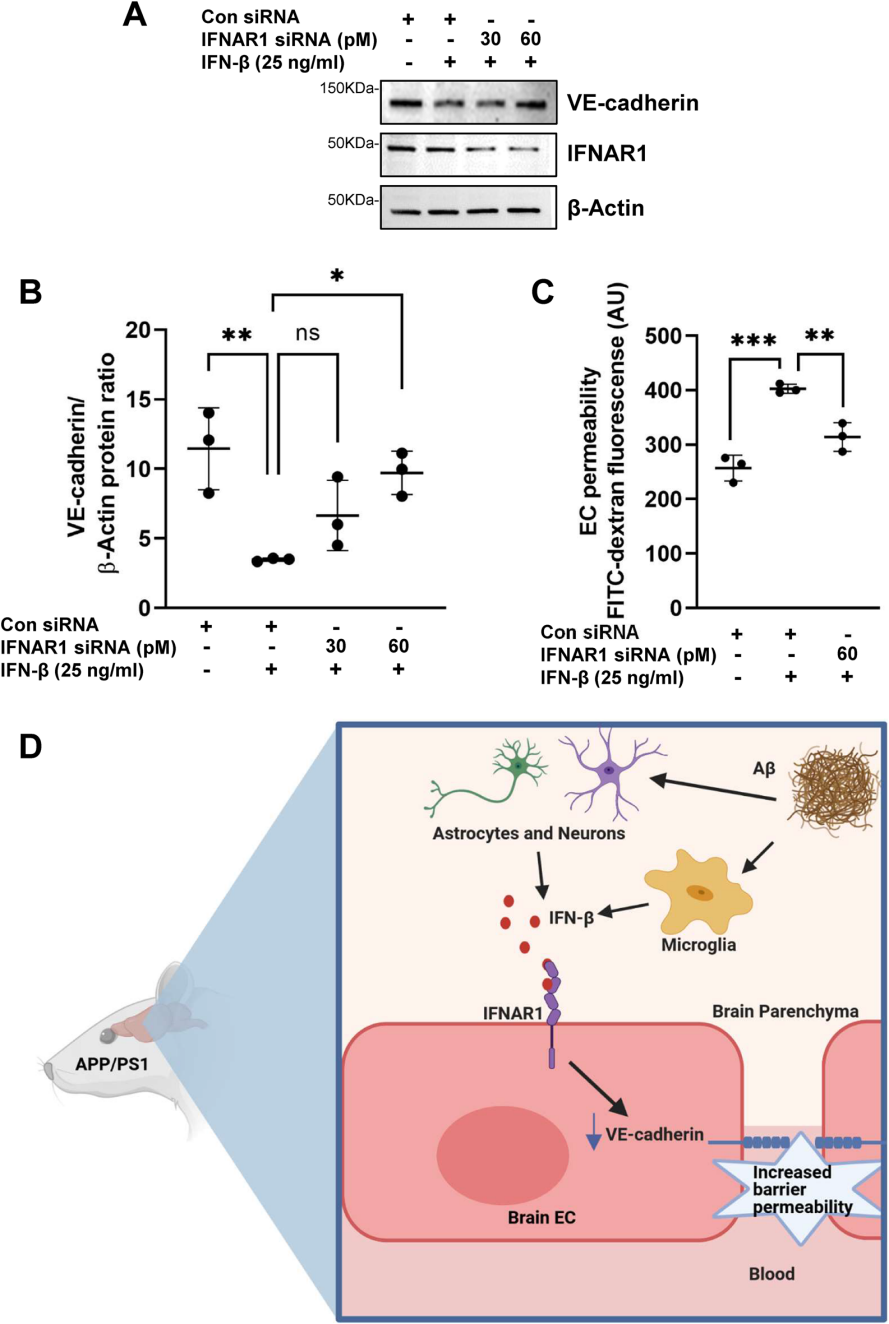
IFN-β induced leakiness in the brain endothelial barrier is mediated via the receptor IFNAR1. (**A**) hCMEC/D3 cells were treated with IFNAR1 siRNA for 48 h and then stimulated with IFN-β for an additional 24 h. IFN-β induced VE-cadherin downregulation was abrogated after transient knockdown of IFNAR1 implicating the involvement of IFN-β signaling through IFNAR1 receptor. β-actin is used as a loading control. Original blot is presented in Supplementary Fig. S8. (**B**). VE-cadherin levels are quantified by image J software. (**C**) IFNAR1 siRNA treatment significantly reversed the IFN-β induced increase of endothelial permeability. Data analyzed by one-way ANOVA followed by Tukey’s multiple comparisons test. *p = 0.0263, **p = 0.0068; **p = 0.0049, ***p = 0.0003 respectively. N = 3 independent experiments. (**D**) Schematic representation of possible mechanisms regulating blood brain barrier breakdown in AD. Aβ-induced release of IFN-β from microglia, astrocytes, endothelial cells and neurons disrupts the BBB integrity via IFNAR1 expressed in brain endothelial cells.

## Discussion

The present study characterizes the brain endothelial barrier permeability and transcriptome in an experimental model of Alzheimer’s Disease. 

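Cdh5, the gene of VE-cadherin, at chromosome 8 from 104101625 to 104144511 of GRCm38, was among the most strongly expressed genes in the BEC libraries. Its level was 10.15 ± 0.11 log2 CPM in control and 10.26 ± 0.11 in APP/PS1 libraries (SD, n = 5 each), a log2 fold change of 0.10 (standard error 0.0892, adjusted p = 0.845 from limma) with higher values in 4 of 5 batches. The difference was within the spread between replicates. These are RNA levels in BECs, and they do not test the lower VE-cadherin protein that the paper reports in cortex. Every Cdh5 value rested on at least 24799 adjusted counts. With each replicate left out in turn, the log2 fold change of Cdh5 lay between 0.06 and 0.20. Of 20 endothelial junction genes tested as a list, 16 were higher in APP/PS1 mice, with a median log2 fold change of 0.04. The adjusted p of that list was 0.0147 by camera and 0.325 by fry, and 0 of its genes were called, either adjusted over the list alone or over all genes tested. After trends with gene length, GC content and expression level were removed from each batch, the median of the list was −0.0176 and the adjusted p by camera 0.601, so the direction of this small difference is not settled.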

The major novel findings of the present study include the following: (1) subtle impairment of BBB integrity and limited Aβ deposition was observed in the cortex of 6 month old female APP/PS1 mice, followed by increased deposition of Aβ and severe compromise of BBB integrity in the frontal cortex and hippocampus of 1 year old female APP/PS1 mice; (2) An unbiased transcriptomic analysis showed significant upregulation of IFN-β signaling and significant VE-cadherin downregulation in the brain endothelium of the cortex of 1 year old female APP/PS1 mice as compared to age-matched female controls; (3) IFN-β treatment in vitro decreased the levels of both tight junction (Occludin, Claudin-5) and adherens junction (VE-cadherin) proteins; (4) depletion of the type I interferon receptor IFNAR1 in brain endothelial cells prevented the IFN-β-induced degradation of VE-cadherin as well as the induction of barrier leakiness.

BBB leakiness, as indicated by increased FITC-dextran leakage in the mouse model of AD, was associated with increased levels of Aβ. This is consistent with the finding that Aβ deposition can lead to increased microhemorrhages and infiltration of plasma proteins into the CNS^2^. Furthermore, the APOE ε4 allele, the strongest known genetic risk factor for developing late-onset AD, is associated with a greater incidence of CAA and cerebrovascular alterations^11,50,51^. We found that the BBB leakage at an early age (6 months) was primarily located in the frontal cortex but not in the hippocampus of the female APP/PS1 transgenic mice (Fig. 2B). Of note, the degree of vascular leak in the cortex and hippocampus was positively correlated with the extent of Aβ deposition, suggesting that blood–brain barrier breakdown may follow Aβ accumulation in APP/PS1 mice. Regional heterogeneity of microglia and astrocytes has been observed in the adult human brain, with regards to density, functional markers and transcriptomic profiles^50,52,53^. A subset of microglia with activated type 1 IFN are found in the hippocampus during the later stages of neurodegeneration which are thought to increase BBB permeability in the hippocampus of the aged AD mouse model^54^.

As AD is a slow progressing neurodegenerative disease, we performed our unbiased transcriptomic analysis of the brain endothelium in 1 year old female APP/PS1 mice as the increased Aβ deposition by this age would likely induce gene expression changes in the brain endothelium. 

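Ifit1, Ifit2 and Ifit3b lie in 1 cluster, with Ifit3 between Ifit2 and Ifit3b, on chromosome 19 of GRCm38, within bases 34550694 to 34650009. Ifit1 was 6.07 ± 0.01 log2 CPM in control and 6.41 ± 0.01 in APP/PS1 BECs (SD, n = 5 each). Its log2 fold change was 0.34 (standard error 0.0394, adjusted p = 0.238 from limma), with nearly the same difference in each batch, from 0.32 to 0.36. Ifit2 had a log2 fold change of 0.47 (standard error 0.121, adjusted p = 0.537), of which batch 1 contributed a difference of 1.01 and the other batches between 0.24 and 0.39. Without replicate 1, the log2 fold change of Ifit2 was 0.33. Ifit3b rose by 0.34 (standard error 0.0745, adjusted p = 0.47) and was higher in all 5 batches. Ifit3b and Ifit3 are near-identical paralogs, so the counts of each are uncertain.
Kif5c, at chromosome 2 from 49619298 to 49774778, was 3.39 ± 0.29 log2 CPM in control and 2.12 ± 0.40 in APP/PS1 libraries, a log2 fold change of −1.27 (standard error 0.258, adjusted p = 0.441). It was lower in all 5 batches, by 2.30 log2 units in batch 1 and 0.43 in batch 2. Olig1 had a log2 fold change of −0.97 (standard error 0.208, adjusted p = 0.454) and was lower in all 5 batches at a level of 0.17 log2 CPM. Ptn, a strongly expressed gene at 9.48 log2 CPM, had a log2 fold change of −0.21 (standard error 0.0735, adjusted p = 0.58) and was not lower in batch 2, where its difference was 0.03. For these 6 genes, 5 APP/PS1 libraries against 5 control libraries gave differences beyond the SD of each group, which leaves out most spread between batches. No adjusted p was under 0.05 with the batch in the model. Without the batch term, the adjusted p of Ifit1 was 9.3e-05, that of Ifit2 0.0267, that of Ifit3b 0.0106, that of Kif5c 0.013, that of Olig1 0.016 and that of Ptn 0.0532.

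**Figure D3:**
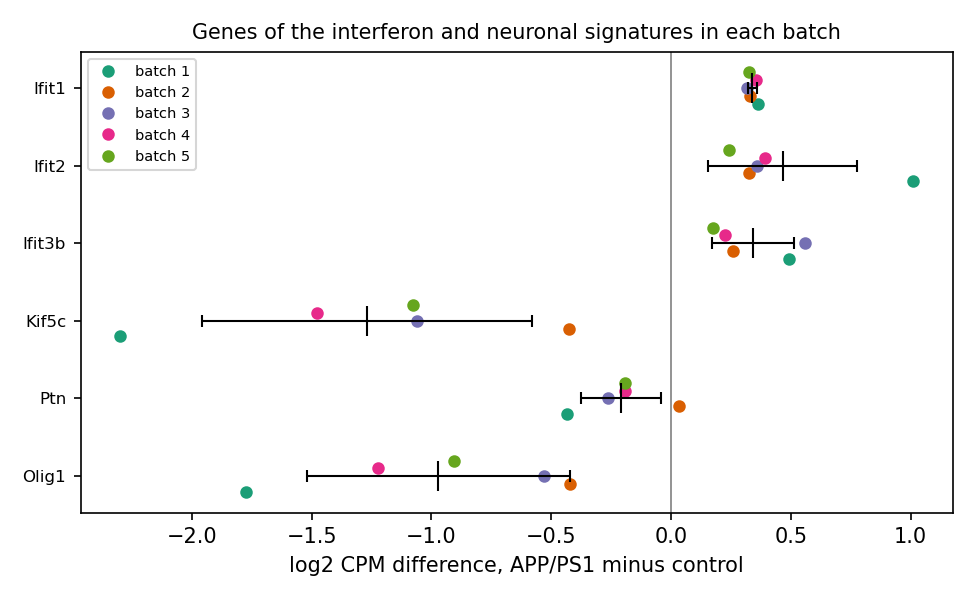
Difference in log2 CPM between the APP/PS1 and the control library of each batch for 6 genes, with 1 point per batch. The vertical mark is the mean and the bar the SD of the 5 batches. Ifit1 lies between 0.32 and 0.36 in all batches, and Ptn is above 0 in batch 2.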

Our transcriptomic analysis identified that the most prominent upregulated gene expression pathways in the brain endothelium of female APP/PS1 mice were “defense response to virus” pathways which primarily indicated activation of interferon signaling as evidenced by interferon signature genes such as the *Ifit* (Interferon-induced protein with tetratricopeptide repeats) family genes *Ifit1, Ifit2 and Ifit3b.* On the other hand, the brain endothelial gene expression pathways that were most downregulated included those involved in the regulation of nervous system processes, neurotransmitter transport or synapse organization such as *Kif5c*, which is a key cytosolic transport and trafficking regulator or myelination related genes including *Ptn*^55^ and *Olig1*^56^. The presence and downregulation of such genes in the endothelium, even though these genes are typically thought to be primarily neuronal, may be surprising. 

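Genes of the synapse and neuronal transport list were present in the BEC libraries at low levels, with a mean of 2.30 ± 0.23 log2 CPM in control and 1.49 ± 0.34 in APP/PS1 libraries (SD, n = 5 each). The 20 endothelial marker genes, by comparison, were at 10.75 ± 0.03 and 10.76 ± 0.03. The decrease was found mostly in weakly expressed genes. Of the 43 genes, 34 lay at or below the median level of all genes, and all 34 were lower in APP/PS1 mice, with a median log2 fold change of −0.87. The 9 genes above the median level had a median log2 fold change of 0.01, and 3 of them were lower. Among those 3 was Kif5a, at 4.41 log2 CPM, with the largest decrease of the list, a log2 fold change of −2.29 (standard error 0.85, adjusted p = 0.594 from limma). It was lower in 4 of 5 batches and higher by 1.24 in batch 2. This split by level was made after the values were seen. Median log2 fold changes were also negative for marker lists of oligodendrocytes (−2.11), neurons (−1.04), astrocytes (−0.84) and mural cells (−0.77). That of microglia was 0.01, and none of these lists had an adjusted p under 0.05 by fry. Brain cells carried over with the BECs may therefore contribute to the decrease, and a change within BECs stays open.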

The FACS analysis indicated that the endothelial isolation showed high levels of purity and allowed us to exclude doublets in which neurons would have been adherent to endothelial cells. This observation of “neuronal” genes in the brain endothelial cells is consistent with a recent report that isolation of brain endothelial ribosomes using the Ribotag method as well as single cell RNA-sequencing of the brain endothelium which showed that the brain endothelium expresses genes involved in synaptic vesicle transport as well as other neurotransmitter trafficking related genes^57^. The observation that brain endothelial cells express “neuronal” genes might be due to crosstalk between neurons and endothelial cells via the endothelial uptake of neuronal exosomes, but it could also reflect that the brain endothelium may be responding to environmental cues such as the extracellular matrix and paracrine factors which may program the endothelium to take on a parenchymal signature, similar to what has been observed for the cardiac endothelium which expresses “cardiomyocyte” genes^58^. Our discovery that the brain endothelium downregulates these genes with the progression of amyloid plaque deposition and aging in the APP/PS1 mouse model also raises important questions about whether the expression of such “neuronal” genes in the brain endothelium may contribute to the homeostatic function of neurons.

A recent study identified that Aβ forms complexes with nucleic acids which in turn elicits type I IFN production in microglia to drive neuroinflammation and neurodegeneration in several mouse models of AD^48^. We found that not only microglia but other brain cell types such as astrocytes, neurons and endothelial cells co-localized with IFN-β and that multiple cell types may contribute to increased type I IFN levels observed in the cortex of 1 year old female APP/PS1 mice. Previous studies have suggested that the Type I Interferon IFN-β can induce BBB dysfunction in a stroke model^59^. Our in vivo study showed decreased VE-cadherin levels in the cortex of female APP/PS1 mice compared to age-matched female control mice. In addition, our in vitro studies using human brain ECs showed that IFN-β can directly act on brain endothelial cells and increase EC permeability by downregulating both the AJ protein VE-cadherin as well as the TJ proteins Occludin and Claudin-5 with the downregulation of VE-cadherin being the most prominent. We observed reduced VE-cadherin mRNA levels following IFN-β exposure of brain endothelial cells, but we cannot rule out that IFN-β may additionally induce post-translational downregulation of VE-cadherin and thus promote endothelial barrier integrity. As adherens junctions also stabilize tight junction organization, it is possible that decreased VE-cadherin levels may be an initiating event which could also result in destabilization of tight junctions^60^.

Interferon signaling can function as a double-edged sword in the brain with Type I IFN /Type II IFN balance, thus contributing to distinct brain pathologies^61,62^. Blockade of the interferon signaling in the choroid plexus of aged mice and in the microglia of the AD mouse model decreased inflammation, improved cognitive function and increased hippocampal neurogenesis levels through decreased microgliosis and astrogliosis as well as increased expression of BDNF and IGF, all of which were dependent on type II IFN signaling^62,63^. In contrast, augmentation of type I IFN (IFN-β) signaling in inflammatory CNS diseases such as multiple sclerosis blocked excess type II IFN (IFN-γ) signaling, CD4 T regulatory cell suppression and leukocyte infiltration^62,64,65^. However, there have been cases of IFN-β treated MS patients developing impaired motor functions and showing cognitive deficits. Therefore, IFN-β-therapy may attenuate IFNγ-dependent autoimmune disease^65^, but blockade of IFN-β signaling also restores IFNγ-dependent activity required for proper brain functioning and repair such as in aging and in AD^63^. We would further like to clarify the opposing phenotypes observed in EC barrier function with IFN-β treatment in vitro. It is important to note that previous reports suggest IFN-β can also stabilize the brain endothelial barrier^66–68^ and are thus different from what we observed. These discrepancies could be due to the role of additional mediators released by IFN-β which could additionally regulate the barrier integrity and may have been different in the distinct in vitro experimental settings. Importantly, our in vitro findings on IFN-β induced downregulation of endothelial junction proteins and reduction of barrier integrity match the in vivo observation of increased IFN-β in the AD mouse model being correlated with increased brain endothelial barrier permeability. However, to establish a definitive causal link between IFN-β and brain endothelial barrier integrity in the AD model, it would be necessary to perform genetic studies with endothelial specific deletion of the Type I interferon receptor in vivo, and then assess whether this restores the brain endothelial barrier integrity in the AD mouse model. Although our studies used female mice due to the increased Aβ burden and pathology that has been observed in female APP/PS1 mice^42,43^, we suspect that a similar association between enhanced interferon signaling and increased blood brain barrier permeability is also present in male APP/PS1 mice but it may be interesting to address in future studies whether there is sexual dimorphism in the link between interferon signaling and blood brain barrier endothelial dysfunction.

In summary, we performed unbiased transcriptomic analysis of the brain endothelium and identified increased Type I interferon signaling in the brain endothelium as a putative pathogenic pathway that might be responsible for loss of brain endothelial integrity during the progression of disease. Although our in vitro findings from human immortalized brain endothelial cells do not truly resemble the in vivo context of brain endothelial cells in the brain of AD patients, our results suggest that specific targeting of IFNAR1 may be a potential therapeutic avenue to reduce brain endothelial permeability in Alzheimer’s disease.

## Methods

### Mice

All experimental procedures were conducted in accordance with the protocols approved by UIC Animal Care and use committee (ACC protocol 18-248) and following the National Institutes of Health guidelines. Female APP/PS1Swe/PSEN1DE9 (known as APP/PS1 in this study) mice were housed in the UIC animal facility in temperature, humidity and light controlled rooms with free access to food and water in accordance with the guidelines for the care and use of lab animals adopted by UIC. We used female 6 month and 1 year old APP/PS1 mice and age matched female controls with the same genetic background (C3H/BL6). Genotyping of the mice was performed by PCR analysis of tail DNA. The status of in-house-mice were monitored every 2–3 months via weight and physical checks; young 6-month-old mice weighed around 30 g while mice around 1 year old weighed 40–50 g. Mice found to have health issues as assessed by the in house veterinary medical officer were excluded from studies. Mice were anaesthetized and transcardially perfused before removal of brain tissue. This study is reported in accordance with ARRIVE guidelines.

### Preparation of endothelial cells from mouse adult brain

We followed a dissociation protocol optimized for isolation of single brain vascular cells with some modifications^69^. Briefly, 1 year old APP/PS1 female mice as well as age-matched female control mice were perfused with ice cold PBS. Following perfusion, the meninges were removed and the cortex was microdissected on ice and gently minced into smaller pieces using a sterile chilled razor blade and resuspended in 2.5 ml HBSS without calcium and magnesium containing collagenase/dispase and DNase (Worthington Biochemical LK003178). The resuspended cortex was incubated for 60 min at 37 °C. Halfway through the incubation the cell suspension was triturated three times using Pasteur pipettes. The cell suspensions were then resuspended in 2.5 ml ice-cold HBSS, 2 mM EDTA and 0.5% BSA and the cells were pelleted at 300×*g* at 4 °C for 5 min. The cell suspension was then passed through a prewetted 40 μM cell strainer into a prechilled 50 ml conical tube and centrifuged at 300×*g* at 4 °C for 5 min. Myelin removal beads (Miltenyl Biotec, 130-096-433) and LS columns (Miltenyl Biotec, 130-042-401) were used according to the manufacturer’s protocol to remove myelin debris. The resulting flow-through after myelin removal contains single cells suspension of microglia, astrocytes and endothelial cells. After myelin removal, CD31 cells were further enriched by using CD31 microbeads (Miltenyl Biotec, 130-097-418). The purity of isolated endothelial cells was about 97% (CD31 positive and CD45 negative) as assessed by flow cytometry (Supplementary Fig. S1).

### Flow cytometric analysis of brain EC purity

Part of isolated brain ECs were blocked with anti-Fc CD16/32 (1:100, BD Biosciences) before immunostaining with fluorescently labelled antibody cocktail specific for leukocyte/hematopoietic lineage marker CD45 (PE-conjugated; 1:100; eBiosciences) and the endothelial surface marker CD31 (APC-conjugated, 1:100, eBiosciences) or isotype control antibodies (APC and PE-conjugated, 1:100, eBiosciences). Cells were then analyzed by flow cytometry on the Beckman Coulter Cyan ADP Flow cytometry analyzer and Summit 4.3 software. Cell debris and dead cells were excluded from the analysis based on scatter signals.

### Preparation of cytospin slides from brain EC cell suspension

The cytospin slides for EC were prepared as described previously^57^. Briefly, the frosted upper part of the slide along with the two-holed filter card was inserted into the slideclip (holder) and the cytofunnel was positioned properly so that the holes match up. The required volume of cell suspension was gently pipetted into the cytofunnel after cell counting and calculation and the slide was centrifuged at 500 rpm for 5 min using Thermo Shandon cytospin. After 10 min of 4% PFA fixation the slides were stored in 1 × PBS at 4 °C for immunofluorescence studies.

### Blood brain barrier permeability assay in vivo

Mice were injected with 0.1 ml of 40 KDa FITC-conjugated dextran (Sigma-FD40S) 4 mg/100 μl into the tail vein (n = 3 mice per group). After 15 min of administration, mice were transcardially perfused with ice-cold PBS for 5 min at 12 rpm (4 ml/min) to get rid of the intravenous FITC-dextran. Microscopic visualization of FITC-dextran was done on brain cryosections (10 μM) using Zeiss LSM 880 Confocal Laser Scanning Microscope.

### Quantification of blood brain barrier permeability

Tissue sections labelled with FITC-dextran for detection of FITC-dextran that leaked into the parenchyma were imaged (n = 3 mice per group). The fluorescence of FITC-dextran was measured using Image J and Max entropy was used to quantify the images. The extent of fluorescent extravasation indicating BBB disruption was calculated based on the percentage of the actual area covered by the leakage. For each mouse tissue section, 3 images were acquired within the region of interest (ROI).

### RNA isolation and cDNA synthesis

RNA was extracted from the endothelial cells using TRIzol reagent as per manufacturer’s guidelines. Concentration and purity were assessed using NanoDrop 1000 spectrophotometer (Thermoscientific). 500 ng of RNA was reverse transcribed into cDNA using high-capacity RNA to cDNA reverse transcription kit (Applied Biosystems). The resultant cDNA was diluted 1:2 in RNase-free H_2_O for use in RT-qPCR. Samples were stored at − 80 °C until further use.

### Real time quantitative polymerase chain reaction (RT-qPCR)

RT-qPCR was performed in triplicate in standard 384-well plates using the applied Biosystem QuantStudio 7 Flex Real-Time PCR detection system. The expression of specific mRNAs (*IFIT2*, *Kif5c* and endogenous control *GAPDH*) was assayed using FAST-SYBR PCR Master mix (Applied Biosystems) under the following cycle conditions, 50 °C for 2 min, 95 °C for 20 s, (95 °C for 1 s, 60 °C for 20 s) × 40 repeats. The qPCR mouse primer sequences used were: *Kif5c* Forward-5′-AGAAGTGGAGGACAAGACCAGG-3′; Reverse 5′ GGTGGTTACTAAGCTCTTGCAGC-3′. *Ifit2* Forward 5′-AGTTCTGGCCTTCTGCAGTT-3′; Reverse 5′-GTGTCAAAGCGCTCAAAGCA-3′. *IFNAR1* Forward 5′-AGCCACGGAGAGTCAATGG-3′; Reverse 5′-GCTCTGACACGAAACTGTGTTTT-3′; GAPDH Forward 5′-GGT GAA GGT CGG TGT GAA CG-3′, Reverse 5′-TTG GCT CCA CCC TTC AAG TG-3′. The qPCR human primer sequences used were: *CDH5* Forward 5′-ATGAGATCGTGGTGGAAGCG-3′; Reverse 5′-TGTGTACTTGGTCTGGGTGA-3′. *GAPDH* Forward 5′-CTGATTTGGTCGTATTGGGC-3′; Reverse 5′ TGGAAGATGGTGATGGGATT-3′. The Quant studio Software v1.7.1 was used to generate threshold cycle (Ct) values, and mRNA expression calculated using the ΔCt method.

### Immunohistochemistry

Mice were anaesthetized and transcardially perfused with cold PBS before removal of brain tissue. Brain tissues that were not perfused properly were not used for immunostaining analyses since autofluorescence associated with blood contamination interferes with the analyses. The mice brains were fixed in 4% PFA overnight dehydrated in 30% sucrose solution sectioned at 10 μm with a cryostat. Parallel coronal cryostat brain sections from wildtype and APP/PS1 mice were prepared for immunohistochemistry. Briefly, brain sections were washed three times with PBS containing 0.02% Triton-X 100 and blocked with 10% normal donkey serum blocking buffer in PBS containing 0.02% Triton-X 100 for 1 h at room temperature. Sections were incubated overnight at 4 °C with the following primary antibodies: rabbit polyclonal anti-Aβ antibody for plaques (1:100, ab2539, Abcam), rat monoclonal anti-CD31 antibody (1:20, #550274, BD Biosciences) for blood vessels, mouse monoclonal anti-IBA1 antibody (1:150, NB 1001028, Novus Biologicals) for microglia, NeuN (1:150, MAB 377, Millipore), GFAP (1:150, Santacruz), anti-IFN-β (1:100, NBP177288, Novus Biologicals), anti-IFNAR1 (1:150, NBP2 75534, Novus Biologicals). After three 10 min washes in PBS, sections were incubated for 1 h at room temperature with a corresponding secondary antibody. Secondary antibodies used included the following: Alexa fluor − 488, − 594, or − 647 conjugated secondary antibodies to rabbit, mouse, rat and goat (1:250, all raised in donkey from Jackson Immunoresearch). DAPI is used for nuclear stain. For negative controls, sections were incubated without primary antibody. Sections were rinsed with PBS and sealed with Prolong Gold (Invitrogen) and glass covers. Images were acquired using Zeiss LSM 880 Confocal Laser Scanning Microscope Quantitative image analysis of the Aβ, immunoreactive cortical and hippocampal regions were performed on five fields corresponding to FITC-dextran leakage area and three cortical sections from three mice brain samples. NIH ImageJ software was used for analysis.

### Western blot

Cell lysates from D3 cells and mouse brain cortical lysates were lysed with lysis buffer containing 1 × protease and phosphatase cocktail inhibitor (Roche, USA) and prepared for western blot analysis. Blots were probed with VE-Cadherin (1:1000, R&D), and IFNAR1 (1:1000, Thermo Fisher), Occludin (1:1000, Thermo Fisher), and Claudin-5 (1:1000, Thermo Fisher) exposed to HRP-conjugated secondary antibodies and imaged using enhanced chemiluminescence to detect immobilized antibodies. Densitometric analysis of immunoblots for respective proteins (VE-Cadherin and IFNAR1) was done by using ImageJ software. Digital images were captured by iBright imaging system (Thermofisher Scientific). All the experiments were repeated at least three times under the same conditions.

### Endothelial permeability assay

Briefly, hCMEC/D3 cells were plated into the collagen coated inserts at the density of 0.2 × 10^6^ cells/insert and grown to confluency for 24 h. Then they were treated with different doses of IFN-β for 24 h. After 24 h, 40KDa FITC-Dextran was added to the insert and incubated at room temperature for 20 min for permeation. The mean fluorescence of FITC-Dextran that passed from insert to the receiver well was quantified using a fluorescence plate reader with 485 nm excitation and 535 nm emission. After completion of the permeability analysis by FITC-dextran, the endothelial monolayer was stained with cell stain following manufacturer’s instruction (Millipore In Vitro Vascular Permeability Assay # ECM644) and brightfield imaging of the monolayer was acquired by Olympus IX70 microscope.

### Transcriptomic data preprocessing

The sequenced reads from all replicates and samples were aligned to the mouse (mm10) reference genome with STAR^70^. The aligned reads were quantified to mRNA count table using HTSeq-count^71^. Gene symbols were annotated to the ENSEMBL features using biomaRt package^72–76^. Low count genes were filtered out using filterByExpr function from edgeR package. The count tables were normalized by taking log counts per million using ‘cpm’ function available in edgeR package (Supplementary Fig. S2). The batch correction was performed using ‘ComBat’ function available in ‘sva’ Bioconductor package. To visualize the effects of batch corrections principal component analysis (PCA) and density plots of expression values of each replicate were generated (Supplementary Fig. S2).

### Differential expression analysis

Differential expression analyses between groups 1 year old AD vs 1 year old controls and 6-month-old AD vs young controls were carried out using the limma Bioconductor package. Linear models for each gene were fitted using lmFit function. For fitted linear models moderated t-statistics, moderated F-statistic, and log-odds of differential expression were computed by using empirical Bayes moderation (limma–eBayes). The p values were adjusted to multiple tests with Benjamini–Hochberg method (Fig. 3). A threshold was set for the adjusted p value (< 0.05) to filter the significant genes. To visualize the top differentially expressed genes (DEGs) expression levels across the comparison groups, a normalized gene expression heatmap with corresponding log2FC and average expression was generated.

### GO enrichment analysis

For each comparison, we performed gene ontology (GO) enrichment analysis for both upregulated DE genes and downregulated DE genes. We applied ‘enrich GO’ function provided in cluster Profiler package. The enriched GO categories were recorded in an Excel sheet after FDR control. The gene counts of top categories were visualized in bar plots.

### Statistical analysis

All data are expressed as means ± SD from at least three independent experiments. Statistical analyses included one-way ANOVA with corrections for multiple comparisons, Student t test for comparisons between two groups and Pearson r correlation coefficient analysis. All statistical analysis was carried out using GraphPad Prism software with p < 0.05 considered statistically significant for all experiments. Power analysis was conducted using a balanced one-way ANOVA power analysis function power.anova.test() in R. We calculated the within-group variance and between-group variance and set a significant level to 0.05.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The bulk RNA-seq datasets generated and analyzed during this current study are available in the Gene Expression Omnibus (GEO) database with Accession Number GSE206629 (data link, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206629).

# Supplementary material for: Increased Type I interferon signaling and brain endothelial barrier dysfunction in an experimental model of Alzheimer’s disease
**Source:** Sci Rep. 2022 Oct 1;12:16488. doi: 10.1038/s41598-022-20889-y
**Supplement:** Supplementary file 1 — Supplementary Information 1.

## **Supplementary Information**

### **Increased Type I Interferon Signaling and Brain Endothelial Barrier Dysfunction in an Experimental Model of Alzheimer's Disease**

Arundhati Jana, Xinge Wang, Joseph W. Leasure, Lissette Magana, Li Wang, Young-Mee Kim, Hemraj Dodiya, Peter T. Toth, Sangram S. Sisodia, Jalees Rehman.

Supplementary Section Inventory:

Supplementary Figures S1-2 relates to main Figure 3

Supplementary Figures S3-4 relates to main Figure 6

Supplementary Figure S5 relates to main Figure 6 and 7

Supplementary Figures S6-9 relates to main Figure 5F, 6A, 7A and supplementary figure S4A

Supplementary data analysis relates to main Figures 1-2

Supplementary dataset. List of the RNA-seq DEGs (separate file)

## Supplementary Figures

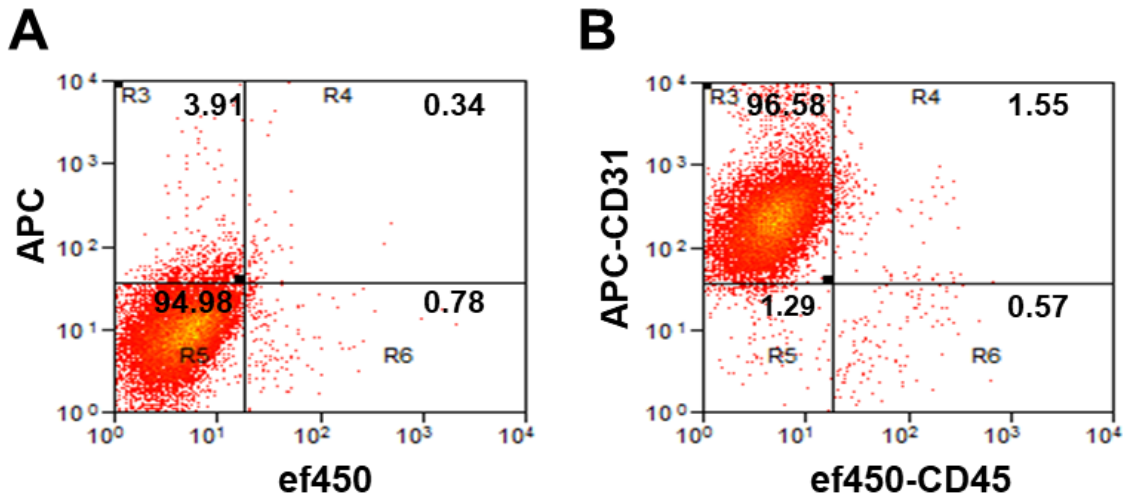

**Supplementary Figure S1. Purity of isolated brain endothelial cells.** Purity of isolated BEC was analyzed by Flow cytometry using specific antibodies against CD31 and CD45. **A**, a dot plot for negative control cells by staining the isotype antibodies for APC-isotype and ef450-isotype antibodies. **B**, a dot plot for positive cells by staining the APC-CD31 antibody for endothelial cells and ef450-CD45 antibody for lymphoid cells. The sorted CD31+ and CD45- cells (**R3** region at **B**) were defined as BEC and the purity of this group was 96.58%.

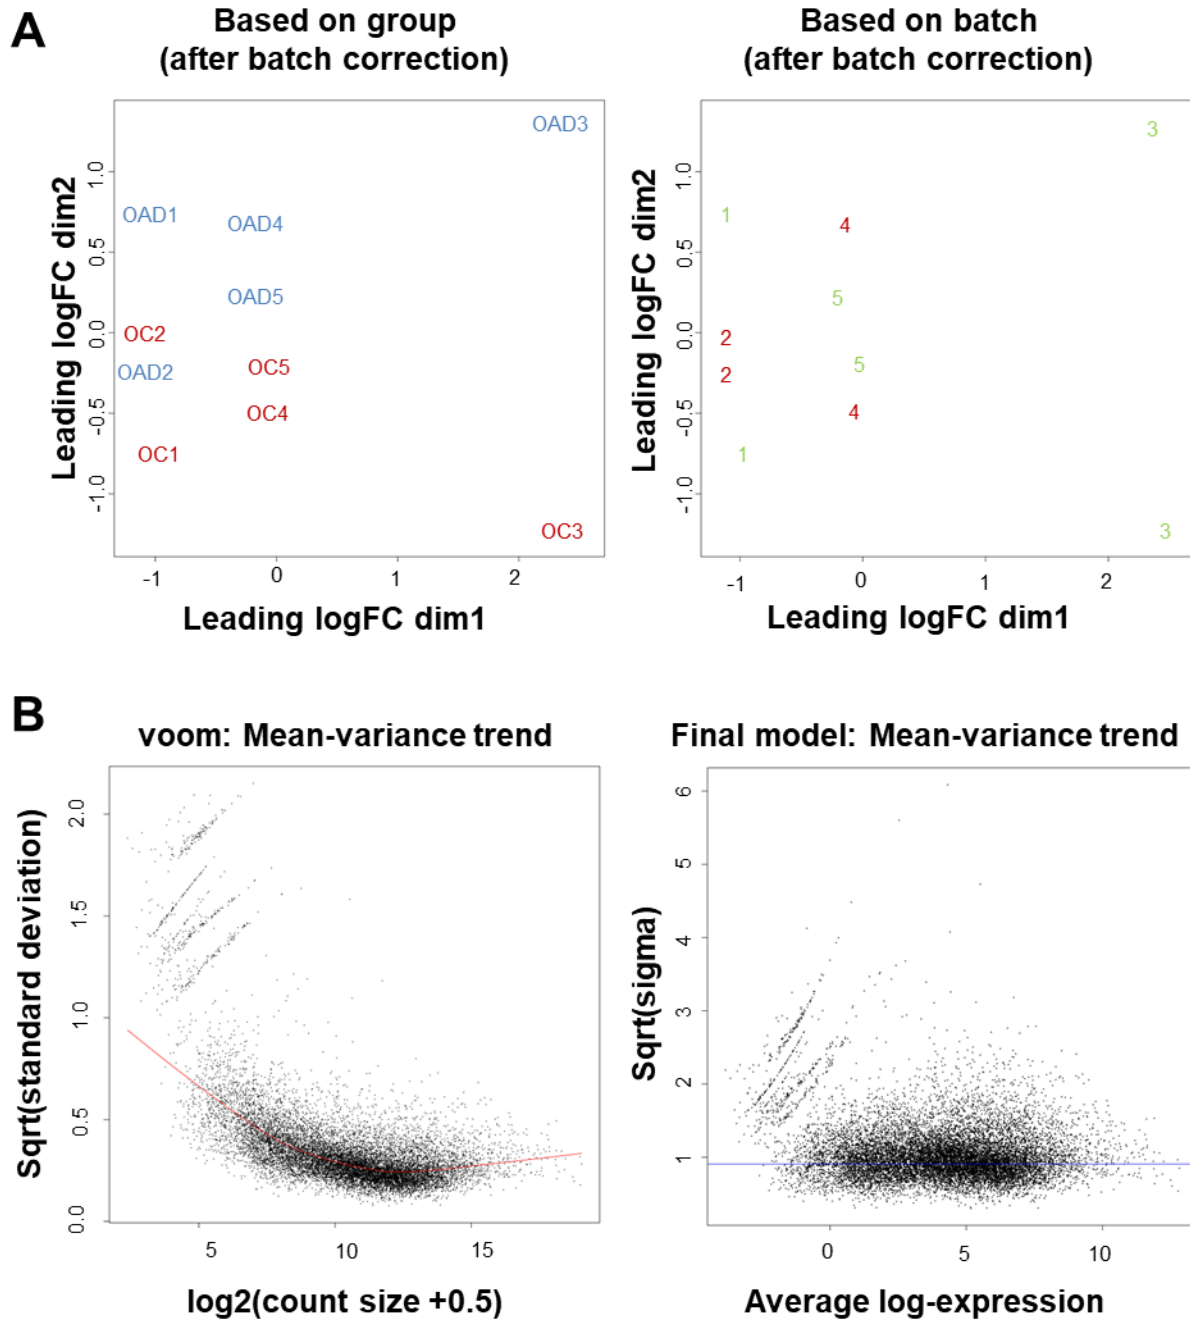

**Supplementary Figure S2.** Multidimensional scaling plots of two groups. After batch correction, colored by group and batch number of the replicates. Mean-variance trend plots showing before and after data normalization. 1 yr old control female mice (**OC**), 1 yr old APP/PS1 female mice (**OAD**).

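A multidimensional scaling plot places libraries so that the distance between each pair stands for the typical log2 difference of the genes that differ most between them. Computed from the deposited, batch-corrected values with the 500 most different genes of each pair of libraries, the first dimension held 52.2% and the second 17% of the variance. The first dimension separated replicate 3 from the rest, with its control library at 2.53 and its APP/PS1 library at 2.32, while the other 8 libraries lay between −1.16 and −0.05. On the second dimension the APP/PS1 library lay above the control library of its batch in 4 of 5 batches, for example at 1.34 against −1.29 in batch 3. In batch 2 the order was the opposite, with −0.22 for the APP/PS1 and −0.05 for the control library.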

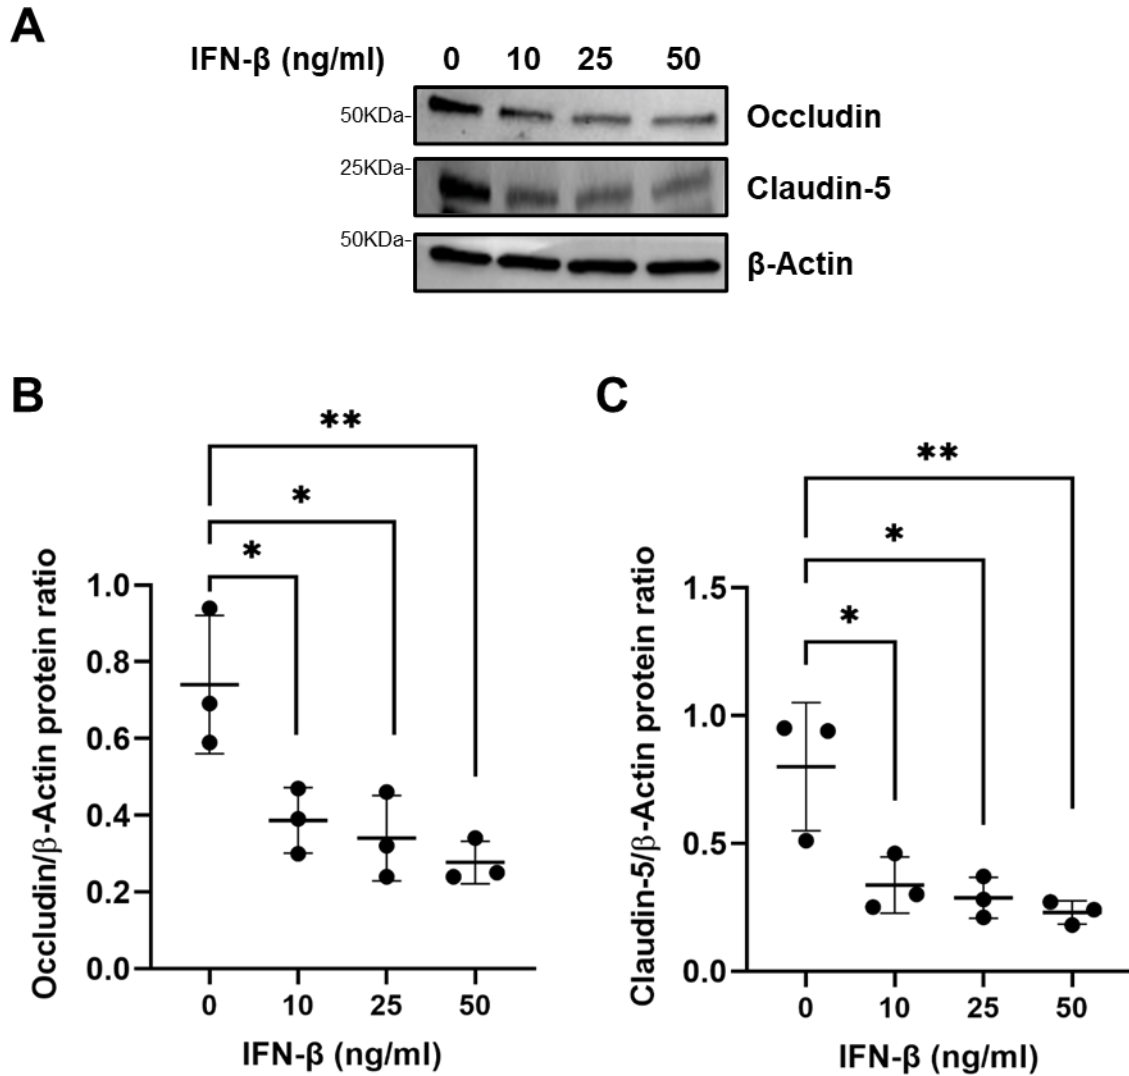

**Supplementary Figure S3. IFN- $\beta$  treatment significantly reduced the levels of the tight junction proteins Occludin and Claudin-5 in human brain endothelial cells.** (A) Occludin and Claudin-5 expression by immunoblotting in hCMEC/D3 cells treated with increasing doses of recombinant IFN- $\beta$  for 24h. The immunoblots are representative of three independent experiments. (B) Occludin and (C) Claudin-5 densitometric analysis was done by Image J software (NIH).  $\beta$ -Actin is used as loading control. Statistical analysis was performed by one-way ANOVA followed by Tukey's multiple comparisons test.  $*p=0.0254$ ,  $*p=0.0132$ ,  $**p=0.0056$ ;  $*p=0.0185$ ,  $*p=0.0105$ ,  $**p=0.0057$  respectively.

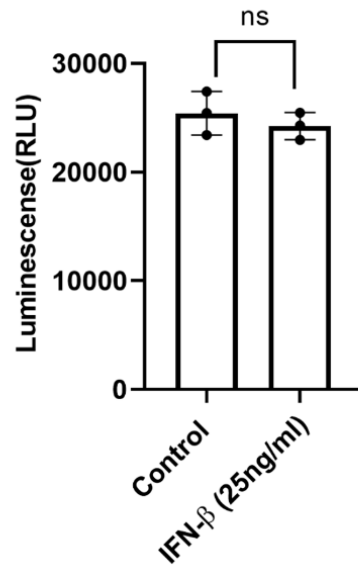

**Supplementary Figure S4. Effect of IFN-β on cell viability of human brain endothelial cells.** Cell Titer-Glo assay was performed to measure cell viability of hCMEC/D3 cells upon treatment with IFN-β (25 ng/ml) for 24h. RLU, relative light units. ns: non-significant.

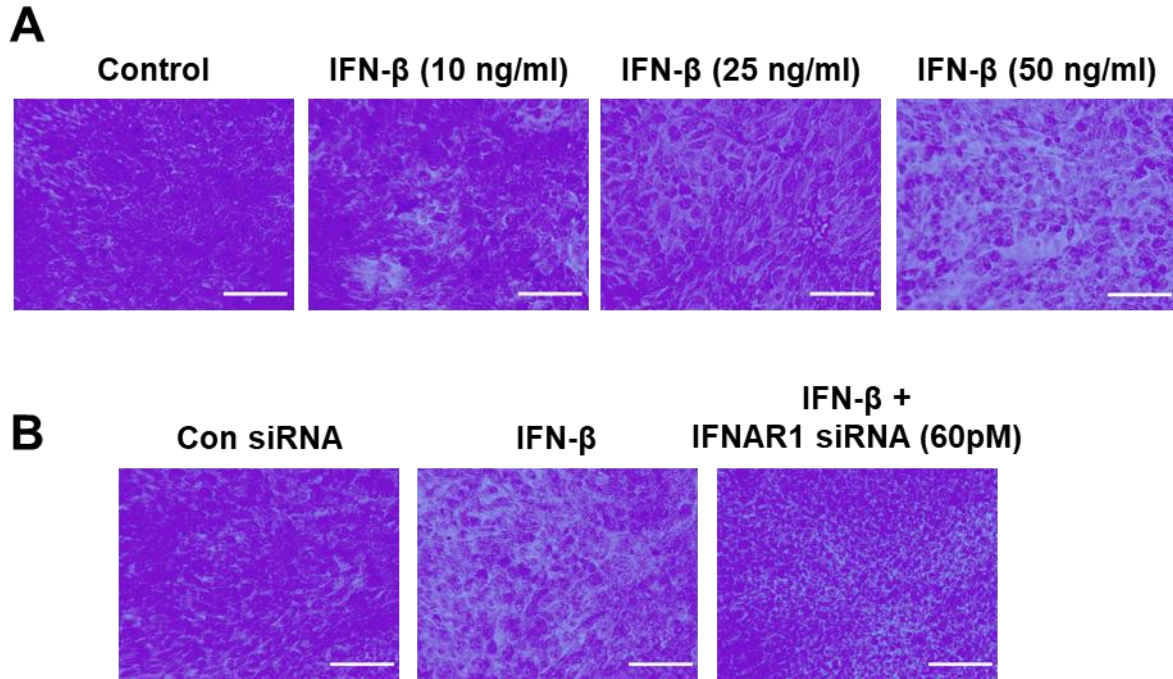

**Supplementary Figure S5. IFN- $\beta$  induced leakiness in the brain endothelial cells is mediated via the receptor IFNAR1. A-B.** Brightfield-images of cells stained with cell stain were acquired on an inverted microscope at 20x objective magnification. After completion of the permeability testing by FITC-Dextran, the endothelial monolayer was stained with a cell stain following the manufacturer's protocol (Millipore In Vitro Vascular Permeability Assay # ECM644). The higher color intensity of the monolayer indicates barrier integrity as seen in control cells. In contrast, color intensity diminishes with IFN- $\beta$  treatment indicating gaps in the monolayer. As observed above, disruption of BEC monolayer integrity was seen following IFN- $\beta$  treatment (**A**). Interestingly siRNA IFNAR1 significantly blocked IFN $\beta$ -induced barrier disruption (**B**). Scale bar 50  $\mu$ m.

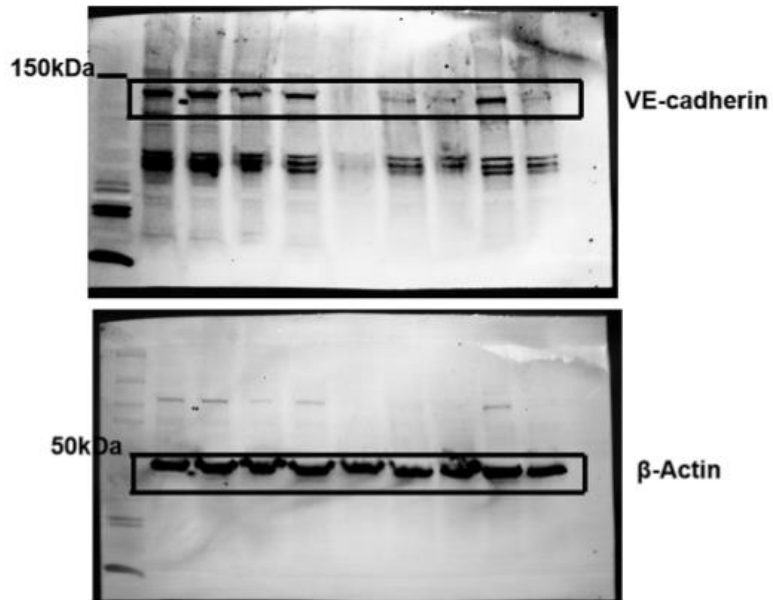

**Supplementary Figure S6. Original full representative blots for main Fig. 5F.**

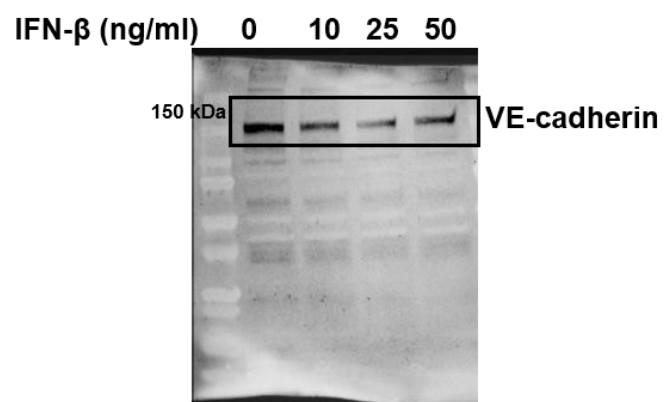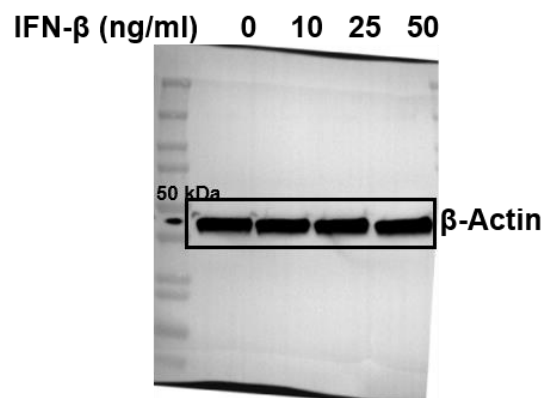

Supplementary Figure S7. Original full representative blots for main Fig. 6A.

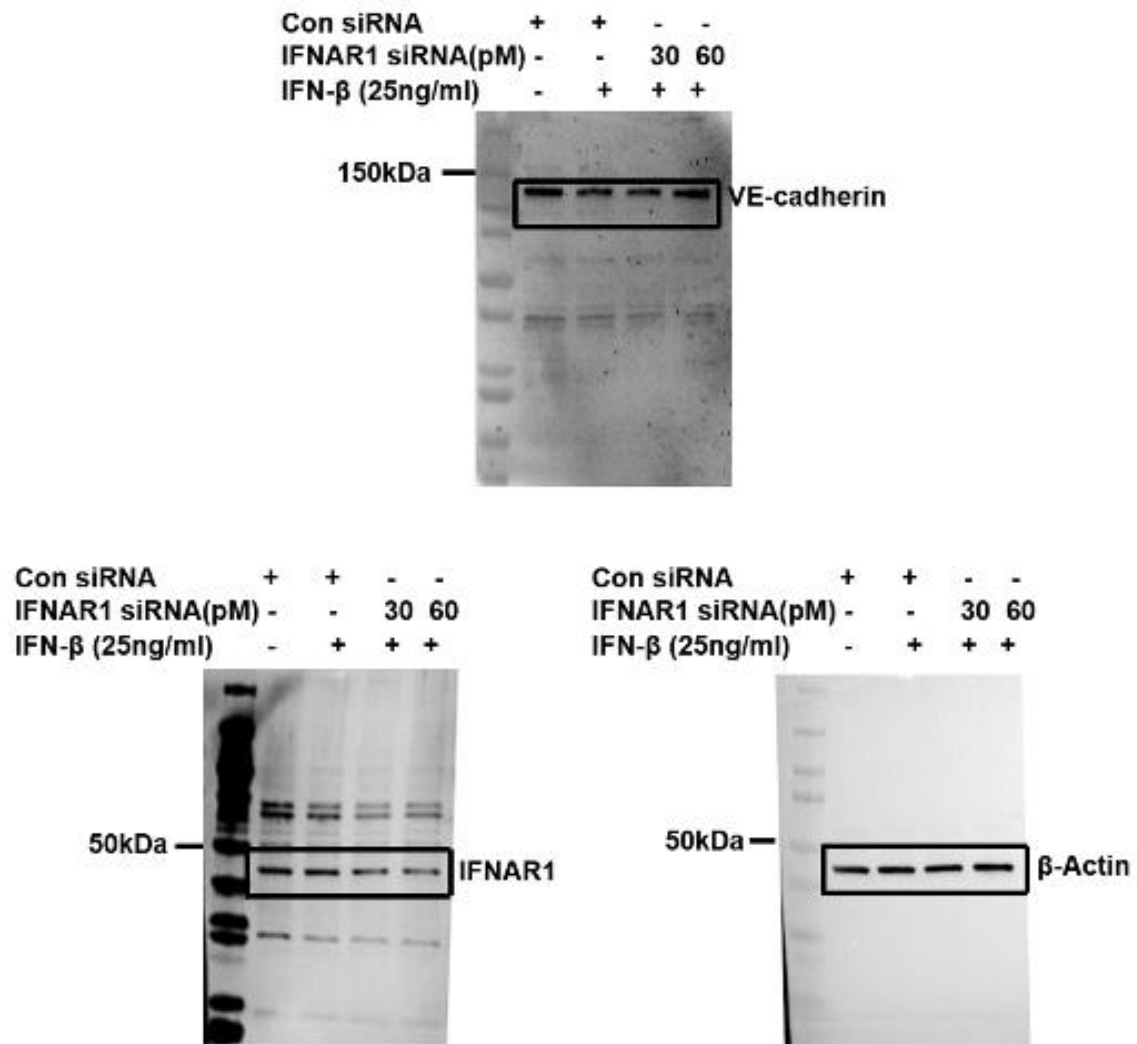

Supplementary Figure S8. Original full representative blots for main Fig. 7A.

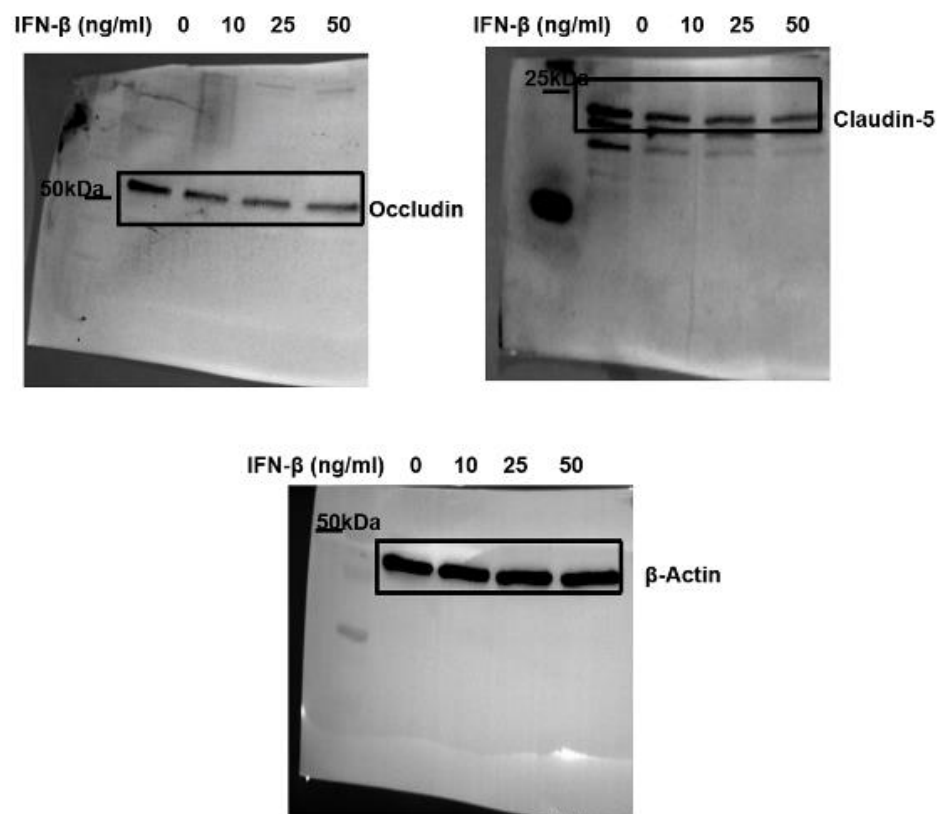

**Supplementary Figure S9. Original full representative blots for main Fig. S4A.**

## Supplementary data analysis

### Power analysis results for main Fig.1 and Fig.2

|                                        | Comparison                                    | Within group variance | between group variance | power  |
|----------------------------------------|-----------------------------------------------|-----------------------|------------------------|--------|
| <b>FITC dextran images cortex</b>      | Control female1 yr vs. APP/PS1 female1 yr     | 0.0642                | 16.767                 | 1.0000 |
|                                        | Control female 6 mon vs. APP/PS1 female 6 mon | 0.1683                | 8.3465                 | 1.0000 |
|                                        | APP/PS1 female 6 mon vs. APP/PS1 female1 yr   | 0.2324                | 1.1510                 | 0.9998 |
| <b>FITC dextran images hippocampus</b> | Control female 1 yr vs. APP/PS1 female1 yr    | 0.0014                | 12.5860                | 1.0000 |
|                                        | Control female 6 mon vs APP/PS1 female 6 mon  | 0.0005                | 0.0003                 | 0.4140 |
|                                        | APP/PS1 female 6 mon vs. APP/PS1 female 1 yr  | 0.0014                | 12.4993                | 1.0000 |

How the deposited data were processed for this re-analysis (not part of the article)

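Bulk RNA sequencing of BECs from the cortex of 1 year old female mice was analysed in 10 libraries, 5 from APP/PS1 mice and 5 from age-matched control mice. By the paper's methods, the authors aligned the reads to the mouse genome mm10 with STAR, counted them per gene with HTSeq-count, left out weakly expressed genes with filterByExpr of edgeR, took log CPM with edgeR's cpm function and corrected for batch with ComBat of the sva package. Gene symbols were added to the Ensembl features with biomaRt. The versions of these tools and the Ensembl release are not named in the paper's text. The authors deposited log2 CPM of 14106 genes, as a table of all libraries and as a file per library, and the 10 files equalled their columns of the table.

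The deposited log2 values were checked before use. In each library, 100% of the values converted back to whole numbers with a common prior count of 3 and a lowest log2 CPM of −4.85, so each value stands for a whole number of adjusted counts. A correction of log CPM by ComBat, the order of steps given in the methods, would not leave whole numbers in general, so that order and the deposited values differ. Which correction was used is not settled here. The adjusted counts of a library summed to between 22371766 and 126686149. They are counts after the authors' batch correction and not reads, so no counting error was computed from them. In 10873 genes with a mean above 2 log2 CPM, the deviations of the 2 libraries of a batch from their group means had rank correlations across genes between −0.999 and −0.989. The deviations are mirror images because the batch means were set equal, which fixes the sign of this correlation. The pairing of the libraries was therefore taken from Supplementary Fig. S2, which gives 5 batches of 1 control and 1 APP/PS1 library each. The sample labels give 4 batches, which was tried as an alternative.

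Before the data were examined, a count model with a batch term, the lists of genes, the rule for named genes and the alternatives were fixed. The planned count model was not used. It could have been run on the adjusted counts, but these are no longer reads, and such a model takes its counting error from reads. R 4.3.3 and limma 3.58.1 were used instead. The linear model of limma (lmFit and eBayes with 1 prior variance) was fitted to the deposited log2 values with genotype and 5 batches as terms, and p values were adjusted over 14106 genes by the Benjamini-Hochberg method, with a threshold of 0.05. This change of the test, and the choice between eBayes with and without a mean-variance trend, were made after the values were seen. The 616 genes of the Supplementary dataset were compared by their identifiers. Fold changes of at least 2-fold are those beyond 1 log2 unit.

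Gene lists were tested with camera at a preset correlation of 0.01, with adjustment over 16 lists, and again with an estimated correlation and with fry. The lists, written from general knowledge of marker genes, covered the interferon response and the synapse and neuronal transport (each with and without the genes of Fig. 3D or 3E), endothelial junctions, the response to dissociation, and markers of endothelial cells, mural cells, astrocytes, oligodendrocytes, oligodendrocyte precursor cells (OPC), neurons, microglia, erythroid cells, fibroblasts, and choroid plexus and ependyma. Reactome sets of the fgsea package 1.28.0 with 10 to 500 tested genes stood in for the GO terms of the paper, through the 11855 genes with an Entrez identifier. Clustering by chromosome was tested with Fisher's exact test on genes with an unadjusted p under 0.05, a choice made after no gene passed the adjusted threshold. Symbols and positions came from the GENCODE annotation of GRCm38, the assembly also called mm10, in which 14106 of the 14106 genes were found.

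Named genes were those the paper names as measured in BECs, the transgene and promoter genes, sex-linked genes, the top genes of the heat maps in Fig. 3 with the other interferon genes shown there, and the 5 higher and 5 lower genes with the smallest p among those changed in the same direction in all 5 batches. A transgene gene and some marker genes are not reported here. Of the remaining 44 named genes, 39 were among the deposited genes.

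The alternatives were a model without the batch term, 4 batches, limma-voom on the adjusted counts with and without the batch term, voom with sample quality weights, library sizes without further scaling, median-of-ratios size factors, at least 10 adjusted counts in every library, a prior count of 0.125, a threshold of 0.10, each replicate left out in turn, and, added after the values were seen, eBayes with a trend and a mean of at least 1 log2 CPM. The fits were tested on simulated data with 200 changed genes, all with a mean above 2 log2 CPM in the deposited values. Without a batch term, values centred by batch gave 243 calls when no gene was changed, and with it 0.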

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

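The tests named in this part were chosen after the values were seen, except the search for single libraries far from the others. In 114 groups of 5 libraries, that search found 15 libraries whose gap to the nearest other library exceeded 0.71 of the group's range, where 6 would be found by chance. Because the deposited values of a batch have nearly equal means in every batch, a high APP/PS1 library comes with a low control library of the same batch. Several of the 15 are therefore the same observation seen from both sides.

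Replicate 3 held 185 genes at 0 adjusted counts in the control and 179 in the APP/PS1 library, compared with 0 to 14 in the other control and 2 to 30 in the other APP/PS1 libraries. Depth does not account for this, since replicate 1 had the lowest totals (22993426 and 22371766 adjusted counts) and 14 and 10 genes at 0, compared with 68813558 and 71185621 adjusted counts in replicate 3. The zeros occur in both genotypes of the batch. No biological explanation was tested, and the values before batch correction were not analysed here.

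In batch 2, the oligodendrocyte list was at a mean of 1.43 log2 CPM in the control library, compared with 3.49 to 3.76 in the other control libraries. Pecam1 was at 10.89 log2 CPM in that library (others 10.70 to 10.75) and at 10.70 in its APP/PS1 partner (others 10.85 to 10.90). Likewise, the endothelial junction list was at 8.25 in the control library and 8.16 in the APP/PS1 library, against 8.17 to 8.18 and 8.24 to 8.25 elsewhere. Vxn was at −0.59 in the control library of batch 2, below −0.35 to −0.27 in the others. Of the 3548 genes with 1 direction in the other 4 batches, 68.2% went the other way in batch 2, whereas the same share was between 29.3% and 45.6% when another batch was set apart. Trends with gene length, GC content and expression level account for part of this at most. After these trends were removed, 60.6% of 4249 such genes went the other way in batch 2. The rank correlation across genes of batch 2 was −0.30 with batch 4 and −0.25 with batch 5 before and −0.22 and −0.19 after the removal. It was −0.09 with batch 1 and 0 with batch 3 before and −0.03 and 0.02 after, so across all genes batch 2 ran against batches 4 and 5 and hardly against batches 1 and 3. An exchange of the control and APP/PS1 labels in batch 2 cannot be told apart from a real difference between these mice or a difference in cell isolation, since App and Prnp, with log2 fold changes of −0.02 and 0.08, do not tell the genotypes apart in these values and reads of the transgenes were not analysed here. Against a full exchange, the interferon response list was higher in APP/PS1 in batch 2 as elsewhere (0.13). The choroid plexus and ependyma (−0.73), fibroblast (−0.62), OPC (−0.42) and mural (−0.27) lists were lower in batch 2, as in most other batches. Among the lists that went against most other batches were the oligodendrocyte (0.86), astrocyte (0.41), neuron (0.15), endothelial (−0.06) and endothelial junction (−0.10) lists. A biological difference between the mice stays open and was not tested.

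In batch 1, Ifit2 was at 4.22 log2 CPM in the control library (others 4.57 to 4.64) and at 5.23 in the APP/PS1 library (others 4.88 to 4.96). Ifnar1 showed the same pattern, at 8.46 in the control library (others 8.64 to 8.66) and 8.79 in the APP/PS1 library (others 8.62 to 8.64). Batch 1 also had the largest difference of the interferon response list, 0.26. The dissociation response list did not rise in batch 1 (−0.03), which argues against a response to cell isolation as the cause there. The microglia list was higher in APP/PS1 in batch 1 (1.04), so microglia carried over stay open as a source there. A stronger interferon response in this batch stays open and was not tested.

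The remaining libraries far from the others were Tmem72 in control replicate 5 (−0.28 log2 CPM, others −0.03 to 0.07), Gm37238 in APP/PS1 replicate 4 (−1.04, others −0.93 to −0.89) and 4931403E22Rik in APP/PS1 replicate 3 (0.99, others 1.10 to 1.14). Each gap is small in log2 units, and with 6 such libraries found by chance no explanation was tested.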

How the results depend on the processing

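Alternatives were fixed before the data were examined, except eBayes with a trend and the minimum of 1 log2 CPM, which were added after the values were seen. The ComBat step on log CPM and the fit without a low-count filter were not run, because the deposited values are already filtered and corrected for batch. The count models were left out by choice, since the adjusted counts are not reads.

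The number of genes with an adjusted p under 0.05 changed most with the batch term. With no replicate block, limma called 648 genes (193 higher and 455 lower, 49 of them at least 2-fold), and limma-voom without the block called 616 (220 higher and 396 lower, 33 at least 2-fold), compared with 0 with the block. Simulated values centred by batch, reported with the other observations, bear on the cause. Those fits also called 23 and 28 of the 39 named genes. With the 4 batches of the labels in place of the 5-batch block, 1 gene was called, Sox10, which was lower by more than 2-fold. Leaving out each replicate in turn gave from 0 to 5 genes, with 0 to 1 higher, 0 to 5 lower and 0 to 5 at least 2-fold. Without replicate 2, the called genes were Neurl1a, Pde1b, Car12, Shank2 and Anks1b, which were lower, and without replicate 5 the called gene was Prg2, which was higher. These 6 genes were named after their values were seen. Genes with an unadjusted p under 0.05 numbered between 748 and 2008 in these fits, compared with 1133, with 748 without replicate 1, nearly as few without replicate 3, and 2008 without replicate 2. The block with limma-voom or with sample quality weights, both other scalings, a minimum of 10 adjusted counts (13350 genes), the smaller prior count, a threshold of 0.10, the trend and the minimum of 1 log2 CPM (12190 genes) gave 0.

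The number of Reactome sets called by camera was 34, 22 by limma-voom without the block, 16 with a minimum of 1 log2 CPM and from 27 to 58 with each replicate left out, the 58 without replicate 4. In the test of clustering by chromosome, 0 chromosomes passed. Under 5 alternatives 1 did, chromosome 19 for higher genes, with limma-voom and the block (adjusted p = 0.00754), median-of-ratios size factors (0.0294), at least 10 adjusted counts (0.00989), eBayes with a trend (0.0078) and a minimum of 1 log2 CPM (0.00686). Without the block it was chromosome 9 for lower genes (0.00332). With a replicate left out, from 0 to 1 chromosomes passed, the 1 being chromosome 5 for higher genes without replicate 5 (0.0121). The direction of all 616 genes of the Supplementary dataset was kept in every fit that tested them all.

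The medians of the interferon response list (0.113 to 0.156) and of the synapse and neuronal transport list (−0.908 to −0.229) kept their direction under all alternatives, as did those of the shortened lists. The shortened synapse list was at −0.322 without replicate 1. With an estimated correlation, no list had an adjusted p under 0.05 (0.15 for the interferon and synapse lists, full and shortened, 0.322 for the dissociation list and 0.351 for the junction list). By fry the adjusted p was 0.0608 for the full and 0.0682 for the shortened interferon and synapse lists and 0.325 for the dissociation and junction lists. The medians are those of the fit itself (0.151, −0.705, 0.148, 0.045, 0.131 and −0.567). The junction list lay between 0.035 and 0.089 with each replicate left out, with adjusted p values between 0.000632 and 0.104. The 0.089 was found without replicate 2.

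A few values near 0 changed sign. The microglia list, at 0.014, was −0.166 by limma-voom with and −0.189 without the block, −0.263 with sample quality weights, −0.022 with library size alone and from −0.266 (without replicate 1) to 0.231 (without replicate 5) with each replicate left out. With library size alone, the endothelial list was −0.009, Ocln −0.018 and Cldn5 −0.025. Ocln was −0.001 with sample quality weights. With each replicate left out, Ocln ranged from −0.009 to 0.044 (below 0 without replicate 2 or 3), Cldn5 from −0.021 to 0.07 (below 0 without replicate 1 or 2), Ifnar1 from −0.019 (without replicate 1) to 0.076, App from −0.053 to 0.024 (without replicate 2) and Prnp from −0.002 (without replicate 3) to 0.205. The cause was not tested.

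The difference of Ptprc rested on replicate 5. Its log2 fold change was −0.581, with a difference of −3.169 in batch 5, and 0.066 without replicate 5. With each of the other replicates left out it was negative, down to −0.926 without replicate 2.

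Whether the depth limits the weakly expressed genes most was not tested. The simulated changes were placed only in genes with a mean above 2 log2 CPM, and recovery was not split by expression level. In simulated data at these depths, the model with the block recovered 45% of genes changed by 0.5 log2 units, so changes of the size seen for the interferon genes can be missed by a test of single genes.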

Differences from the paper's values

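The paper reports 616 DEGs, 220 upregulated and 396 downregulated, and limma with the 5 batches in the model called 0 genes, 0 higher and 0 lower. Of the alternatives set before the data were examined, limma-voom without the replicate block called 616 genes, 220 higher and 396 lower, and these were the 616 genes of the Supplementary dataset, whose log2 fold changes differed from the listed ones by at most 4.2e-05. Limma without the block called 648 genes, 193 higher and 455 lower, which is within 1.5 times of the paper's numbers. The remaining alternatives called between 0 and 5 genes and did not close the gap. Genes at least 2-fold changed number 33 in the paper's Supplementary dataset and 0 with the block. They numbered 33 by limma-voom without the block and 49 by limma without the block, and between 0 and 5 under the other alternatives set before the data were examined. The log2 fold changes of the 28 named genes in the Supplementary dataset lay within the spread between batches of those found here.

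The paper gives a 2-fold change as a criterion for its DEGs and for the genes of Fig. 3D and E. In the Supplementary dataset, 33 of 616 genes change by at least 2-fold, 1 upregulated and 32 downregulated, and the median absolute log2 fold change is 0.25. The paper states that transcriptomic analysis showed downregulation of VE-cadherin. Here Cdh5 had a log2 fold change of 0.10 (adjusted p = 0.845 from limma), and 0.12 by limma-voom without the block (adjusted p = 0.29), and it is not in the Supplementary dataset. The paper's immunoblot of mouse cortex measured VE-cadherin protein, which RNA of BECs does not test. The paper lists Ifit1, Ifit2, Ifit3b, Kif5c, Ptn and Olig1 as changed. With the block their adjusted p values lay between 0.238 and 0.58, while limma-voom without the block gave each an adjusted p under 0.05, the largest being 0.0362 for Ptn.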

Other observations

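The gene lists and the rule for named genes were fixed before the data were examined. Tests of trends with gene length and GC content and of chromosome 19 were planned before their results were seen. The same holds for the tests of the genes around Alad and of randomly drawn splits. The remaining tests of explanations in this part were chosen after.

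The number of genes called may depend on how the batch correction is counted. Values centred by batch leave 4 residual degrees of freedom, but a model without a batch term assumes 8. The residual variance without the batch term was 0.501 times that with it in the median gene, which follows from the equal batch means alone and does not say how many calls the centring made. In 20 simulations with no genotype effect, values centred by batch gave a median of 354 calls without the batch term (267 to 462) and at most 1 with it. A part of the 648 and 616 genes called without a batch term may therefore be due to the centring, and the simulations do not say which genes. Other splits of the libraries cannot decide this, since each still holds the genotype differences of the batches, some with the sign turned. Among the 16 splits that keep 1 library of each batch in each group, 3 gave as many calls by limma without the batch term and 5 by limma-voom, the real split included. With the libraries of batch 2 exchanged, the numbers were 3021 and 3474, and with those of batch 3 exchanged they were 3 and 2. With 16 splits the share cannot fall below 0.0625. With the batch term, 0 genes were called in all 16 splits, and 2 of 16 gave as many genes with an unadjusted p under 0.05 as the real one (1133, and 2299 with batch 2 exchanged). Of 100 splits drawn from the 126 possible ones, 20 gave as many. With the batch term, 13 of the 100 had any gene called, up to 179 in a split that set apart the libraries of only 1 batch. Most drawn splits set both libraries of some batches in the same group, unlike the real one, and with the batch term such splits repeat each other. The 100 splits made 56 different fits, of which 10 gave as many, and the 16 splits above are the closer comparison.

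The interferon response list was higher in all batches, and the explanations tested against this do not account for all of it. After trends with gene length, GC content and expression level were removed from each batch, its median was 0.107, compared with 0.15. Microglia carried over would raise both lists together. In 2 batches, 3 and 5, the microglia list was lower (−0.67 and −0.66) while the interferon list was higher (0.07 and 0.09). In batches 1, 2 and 4 both were higher, with the microglia list at 1.04, 0.25 and 0.11 and the interferon list at 0.26, 0.13 and 0.18. Microglia as the whole cause are therefore argued against, but a contribution in batches 1, 2 and 4 stays open. The median of the microglia list was 0.01 (7 of 13 genes higher, adjusted p = 0.865 by camera), with Csf1r at 2.74 and Cd68 at 2.36 log2 CPM. A response to the isolation of the cells, as the whole cause, is argued against by the batch with the largest interferon difference (batch 1), in which the dissociation response list differed by −0.031. That list was itself higher in 3 of 5 batches (median 0.15, 25 of 26 genes higher, adjusted p = 6.2e-06 by camera and 0.325 by fry), with a median of 0.03 after the trends were removed. It rested in part on replicate 4, without which its median was 0.046 (up to 0.208 without replicate 2). A contribution from it in other batches stays open. That the APP/PS1 genotype raises interferon genes in BECs by about 0.1 log2 units is a hypothesis that these data are consistent with, but the exact sign-flip p over 5 batches cannot go below 0.0625. Ifnb1 was not among the genes tested. Ifnar1 had a log2 fold change of 0.05 (adjusted p = 0.898 from limma) and was higher in 2 of 5 batches. The paper reports more IFNAR1 in BECs of APP/PS1 mice by qPCR and by staining of cortex. The Ifnar1 values of these libraries do not show that increase, and protein was not measured in them.

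The decrease of the synapse and neuronal transport list may reflect brain cells carried over with the BECs, in smaller amounts from APP/PS1 than from control cortex. After the removal of trends with length, GC content and expression level, the median was −0.516, so these trends are not the whole cause. Marker lists of other cell types fell as well. The oligodendrocyte list had a median log2 fold change of −2.11 (9 of 10 genes lower, adjusted p = 5.18e-05 by camera), the neuron list of −1.04 (8 of 9, 6.81e-05), the astrocyte list of −0.84 (14 of 16, 0.00016), the mural list of −0.77 (13 of 13, 9.07e-11), the OPC list of −0.63 (8 of 9, 8.24e-06), the fibroblast list of −0.66 (5 of 5, 0.00706) and the choroid plexus and ependyma list of −1.41 (5 of 5, 2.2e-07). The erythroid list had a median of −1.16 (4 of 4, 0.104), and the endothelial list of 0.03 (14 of 20 higher, 0.0779). The size of several decreases depended on 1 replicate. Without replicate 1, the median was −0.461 for the astrocyte list, −0.283 for the OPC list, −0.625 for the neuron list and −0.779 for the choroid plexus and ependyma list. The erythroid list was at −0.597 without replicate 2, −0.458 without replicate 3 and −2.036 without replicate 5, and the endothelial list at 0.056 without replicate 2 and 0.017 without replicate 3. With sample quality weights the erythroid list was at −0.086, the OPC list at −0.354 and the fibroblast list at −0.333. With a mean of at least 1 log2 CPM, the oligodendrocyte list was at −0.575, the neuron list at −0.3 and the choroid plexus and ependyma list at −0.832, so the size of these medians depended on weakly expressed genes. The medians of the lists that fell stayed below 0 under all alternatives, with that of the erythroid list close to 0 in 1 of them. After the trends were removed, the endothelial list was at −0.0679 (adjusted p = 0.00351 by camera and 0.186 by fry), so its direction depends on that correction. None had an adjusted p under 0.05 by fry or with an estimated correlation. Single genes called when adjusted over the list alone numbered 4 in the mural, 4 in the choroid plexus and ependyma and 2 in the OPC list and 0 in the other lists of cell types and the dissociation list, and 0 were called over all genes tested. In batch 2, the batch in which the oligodendrocyte, astrocyte and neuron lists rose (0.86, 0.41 and 0.15), the synapse list did not fall as elsewhere (−0.0298). The OPC (−0.42), mural (−0.27), fibroblast (−0.62), choroid plexus and ependyma (−0.73) and erythroid (−3.33) lists still fell in batch 2. Not all lists of other cell types therefore moved with the synapse list. The abundant oligodendrocyte gene Mbp followed the pattern of the oligodendrocyte list. It was at 4.33 log2 CPM on average with differences of −5.65, 5.79, −3.33, −4.86 and −4.24 in batches 1 to 5. Mbp was chosen after its values were seen. A higher share of endothelial cells in APP/PS1 isolates that lowered every other cell type alike is argued against, because in 3 batches the microglia or erythroid list rose while the oligodendrocyte list fell. Some genes of these lists are expressed by BECs themselves, such as Glul at 10.91 and Mal at 9.60 log2 CPM. A change of neuronal genes within BECs, as the paper proposes, stays open.

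Genes higher in APP/PS1 mice at an unadjusted p under 0.05 lay on chromosome 19 more often than chance gives, with 19 genes where 9.08 would be found (Fisher's exact p = 0.00296, adjusted p = 0.0592 over chromosomes). The adjusted p of chromosome 19 was between 0.00686 and 0.0294 under 5 of the alternatives. Of these genes, 4 belong to the interferon response list, which lie in 1 cluster on that chromosome. Without the interferon genes, 15 genes remained where 8.4 would be found (exact p = 0.0308, adjusted p = 0.617). They lie between bases 5651185 and 60755987, with at most 4 within any 5 Mb. A strain or transgene region on chromosome 19 cannot be told apart from chance, since the excess without interferon genes fails the correction.

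Alad rose together with its neighbour Hdhd3 on chromosome 4, whose log2 fold change was 1.10 (standard error 0.311, adjusted p = 0.553 from limma). Hdhd3 differed by 1.22, 1.66, 1.64 and 1.32 in batches 1 to 4 and by −0.35 in batch 5, and Alad by 0.78, 1.22, 1.56, 0.99 and −0.16. The other tested genes within 100 kb, Pole3, Prpf4 and Rgs3, had log2 fold changes of 0.08, 0.09 and 0.08, and the median of all the neighbours was 0.087. This argues against a difference in copy number over the whole region. A strain difference over the region need not change every gene in it, so these values cannot decide about it. A difference in copy number or strain over Alad and Hdhd3 alone is a candidate explanation that fits the values of both genes in each batch, and shared regulation stays open. Hdhd3 was chosen after its values were seen, and the text of the paper does not name it.

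Other genes named in the paper for protein or cell culture experiments differed little. Ocln had a log2 fold change of 0.02 (adjusted p = 0.955 from limma), Cldn5 of 0.01 (0.975), Pecam1 of 0.08 (0.845), Gapdh of 0.06 (0.852) and Actb of 0.11 (0.845). Ptprc, which encodes CD45, was at 0.72 ± 0.64 log2 CPM in control and 0.14 ± 0.96 in APP/PS1 libraries (SD, n = 5 each), and without replicate 5 its log2 fold change was 0.066. Xist, expressed in female cells, was at 9.54 log2 CPM on average with a log2 fold change of −0.07, and Ddx3y, Eif2s3y, Kdm5d and Uty of the Y chromosome were not among the genes tested.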
